# Longissimus dorsi transcriptome analysis of purebred and crossbred Iberian pigs differing in muscle characteristics

**DOI:** 10.1186/1471-2164-15-413

**Published:** 2014-05-31

**Authors:** Cristina Óvilo, Rita Benítez, Almudena Fernández, Yolanda Núñez, Miriam Ayuso, Ana Isabel Fernández, Carmen Rodríguez, Beatriz Isabel, Ana Isabel Rey, Clemente López-Bote, Luis Silió

**Keywords:** Iberian pig, Transcriptome, Genetic type, Transcription factors, Growth, Meat quality, Metabolism

## Abstract

**Background:**

The two main genetic types in Iberian pig production show important phenotypic differences in growth, fattening and tissue composition since early developmental stages. The objective of this work was the evaluation of muscle transcriptome profile in piglets of both genetic types, in order to identify genes, pathways and regulatory factors responsible for their phenotypic differences. Contemporary families coming from pure Iberian pigs (IB) or from crossing with Duroc boars (DU×IB) were generated. Piglets (14 from each genetic type) were slaughtered at weaning (28 days) and *longissimus dorsi* was sampled for composition and gene expression studies. RNA was obtained and hybridized to Affymetrix *Porcine Genechip* expression arrays.

**Results:**

Loin muscle chemical composition showed significant differences between genetic types in intramuscular fat content (6.1% vs. 4.3% in IB and DUxIB animals, respectively, *P* = 0.009) and in saturated (*P* = 0.019) and monounsaturated fatty acid proportions (*P* = 0.044). The statistical analysis of gene expression data allowed the identification of 256 differentially expressed (DE) genes between genetic types (FDR < 0.10), 102 upregulated in IB and 154 upregulated in DU×IB. Transcript differences were validated for a subset of DE genes by qPCR. We observed alteration in biological functions related to extracellular matrix function and organization, cellular adhesion, muscle growth, lipid metabolism and proteolysis. Candidate genes with known effects on muscle growth were found among the DE genes upregulated in DU×IB. Genes related to lipid metabolism and proteolysis were found among those upregulated in IB. Regulatory factors (RF) potentially involved in the expression differences were identified by calculating the *regulatory impact factors*. Twenty-nine RF were found, some of them with known relationship with tissue development (*MSTN*, *SIX*4, *IRX3*), adipogenesis (*CEBPD, PPARGC1B*), or extracellular matrix processes (*MAX*, *MXI1*). Correlation among the expression of these RF and DE genes show relevant differences between genetic types.

**Conclusion:**

These results provide valuable information about genetic mechanisms determining the phenotypic differences on growth and meat quality between the genetic types studied, mainly related to the development and function of the extracellular matrix and also to some metabolic processes as proteolysis and lipid metabolism. Transcription factors and regulatory mechanisms are proposed for these altered biological functions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-413) contains supplementary material, which is available to authorized users.

## Background

Intramuscular fat (IMF) content and fatty acid (FA) composition are critical aspects of pig meat because of their influence on the sensorial and technological aspects of meat quality such as juiciness, flavor, tenderness and overall desirability of meat [1, 2]. Consequently, research on muscle lipid deposition is currently one of the most important fields of study in meat science [3]. Recently, the research interest on this topic includes the complex physiological and genetic mechanisms of IMF deposition and gene expression patterns and interactions along development [4].

Within skeletal muscle, lipids are stored as droplets both in myofiber cytoplasm and in adipocytes (interspersed between fiber fasciculi) with IMF deposition being highly dependent on the number of intramuscular adipocytes [5]. Although adipocyte differentiation starts early in fetal stages, the increase in adipose cell number and size is maintained along early postnatal growth and later development [6]. IMF is considered a late-developing depot because hyperplasia and not only hypertrophy occurs postnatally, as demonstrated in both pigs and cattle [6, 7]; and hypertrophy by lipid filling of adipocytes persists in late stages [8]. Nevertheless, regulation of intramuscular adipocyte differentiation and growth and triglyceride storage is not completely understood and previous studies suggest that preadipocyte differentiation and lipogenesis exhibit breed-related scheduling [9]. Among different breeds, the adipocyte depots can be regulated differently, and may have a different propensity to metabolize lipids.

Comparison of transcriptome of skeletal muscles and other tissues between phenotypically different pig breeds has been proposed to improve the understanding of the genetic mechanisms underlying differences in growth and meat quality [10]. Several transcriptome studies have compared lean (Landrace, Large-White) vs. fatty breeds (mainly Chinese and other local obese breeds) [11–16]. Also the Duroc breed has been compared to the Pietrain lean breed in prenatal stages [17, 18] and to the Chinese obese Taoyuan breed [19]. Some of these previous works have been focused on the study of myogenesis and thus different stages of fetal development were studied, since myogenesis is assumed to be a predominantly prenatal process [20]. Nevertheless, recent work has shown that hyperplastic muscle growth also occurs from birth to weaning in pigs [21].

The Iberian pig breed is a fatty breed with clear differences in growth rate, adipogenic potential and meat quality with respect to many other porcine breeds [22]. Meat and dry-cured Iberian pig products, characterized by its high prices, come from two main genetic types: purebred Iberian and crossbred Iberian with Duroc boars. In the crossbred animals, the growth performance and primal cuts yield are improved, but conversely, meat quality decreases because their muscles contain lower proportions of IMF and monounsaturated fatty acids (MUFA), as oleic acid [23]. Phenotypic differences between both types in lean and adipose tissue growth are visible from early developmental stages [24]. Regarding the analysis of the Iberian pig transcriptome, a comparison with those of Large-White and other breeds for several tissues at 3 m of age has been reported [25, 26], but no comparison has been performed on the muscle transcriptome between the Iberian and Duroc breeds or their crosses.

Our objective was to evaluate the muscle genome expression profiles of Iberian and Duroc × Iberian genetic types in order to identify the genes and molecular pathways involved in their phenotypic differences. In contrast to previous studies with extreme breeds, the genetic types here compared share the same production system, being genetically closer and phenotypically more similar. We selected the *longissimus dorsi* muscle because it is a prime cut of high economic relevance for fresh and cured pork production. Muscle transcriptome was studied at weaning (28d), as this developmental stage is highly proliferative and relevant for the differentiation of muscular and adipose cells. Additionally, transcriptome information was employed for the identification of transcriptional regulators potentially involved in the different gene expression profiles observed in both genetic types.

## Results and discussion

### Phenotypic differences between genetic types

At weaning, 28 male piglets (14 of each genetic type) were slaughtered and loin muscle was sampled for composition and gene expression studies. Mean live weight at slaughter was 8.03 kg (SD = 1.59 kg). There was no significant difference in live weight between both genetic types. The percentage of loin IMF was higher in purebred Iberian than in crossbred animals (*P* = 0.009, Table 1). Differences in muscle fatty acid composition were also observed, with a higher MUFA content in IB and a higher saturated FA content in DU×IB (Table 1). These results confirm the differential trend in fattening and meat quality traits which is evident since this very early growth stage.

**Table 1:** **Live weight and** ***Longissimus dorsi*** **muscle fat and fatty acid content in IB and DU×IB piglets at weaning (28d)**

Trait	Iberian (n = 14)	Duroc × Iberian (n = 14)	***P*** value
	Mean ± SEM	Mean ± SEM	
Live weight (kg)	8.22 ± 0.37	7.85 ± 0.54	0.567
Intramuscular fat (g/100 g fresh tissue)	6.07 ± 0.45	4.27 ± 0.43	0.009
C16:0, % palmitic acid	23.15 ± 0.66	24.95 ± 0.64	0.051
C18:0, % estearic acid	8.03 ± 0.25	9.23 ± 0.24	0.001
C18:1n-9, % oleic acid	38.64 ± 1.28	37.05 ± 1.25	0.362
C18:2n-6, % linoleic acid	14.36 ± 0.60	15.75 ± 0.68	0.095
SFA, % saturated fatty acids	33.20 ± 0.88	36.17 ± 0.86	0.019
MUFA, % monounsaturated fatty acids	47.81 ± 1.55	43.42 ± 1.51	0.044
PUFA, % polyunsaturated fatty acids	18.97 ± 0.92	20.40 ± 0.90	0.259

### Transcriptome study: identification and functional characterization of differentially expressed genes associated with pure Iberian or crossbred genetic types

Among the platforms currently available, the Affymetrix Porcine array is the most sensitive and reproducible microarray for swine genomic studies [27]. 

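Loin muscle (Longissimus dorsi) was collected at weaning, at 28 days of age, from 28 male piglets, 14 purebred Iberian (IB) and 14 Duroc × Iberian (DU×IB). The RNA of each piglet was hybridized to an array of its own. All dams were Iberian sows, and the 2 genetic types differ in their sires, Iberian or Duroc. The authors deposited one expression level per probe set and array on the log2 scale, made with GCRMA, which corrects the background by probe sequence and normalizes the arrays to each other by quantiles. The table holds 5226 probe sets, and all of them meet the study's variation filter, under which more than 20% of a probe set's values lie at least 1.5-fold from its median. Of these, 572 are named in the study's tables, 2073 are named by the annotation of the array and 2581 have no gene name. Array medians ran from 6.01 to 7.02 (median 6.68) in IB and from 6.24 to 7.05 (median 6.70) in DU×IB, and the number of arrays limits the precision. Genetic types were compared for each probe set with limma (moderated test, two-sided), with Benjamini-Hochberg adjustment over the 5226 probe sets and an adjusted p under 0.10 as the threshold, the rate the study used. Log2 differences are DU×IB minus IB, and errors are SDs of 14 piglets or standard errors of the difference (SE). The tests, 33 lists of genes, the rule for the genes named and the alternatives were set before the data were examined, except where a test is said to have been chosen later. The paper states that the arrays were hybridized in 2 successive series of 16 and 12, but the sample labels do not say which array belongs to which. The bacterial spike-in controls bioB and bioC part the arrays into groups of these sizes. Their mean signal ran from 8.93 to 9.68 in 16 arrays (8 of each genetic type) and from 6.19 to 7.01 in 12 arrays (6 of each). The first principal component of all probe sets, with 47.0% of the variance, has an r² of 0.776 with this division and of 3.14e-05 with genetic type. Every comparison was therefore also fitted with the series as a block and within each series, a choice made after the data were seen. The labels do not give the litter of a piglet, and the paper describes fewer crossbred than purebred litters. All tests therefore treat littermates as independent piglets.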

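In the loin muscle of these piglets, 40 probe sets were higher in DU×IB and 12 were higher in IB. SVIP, an inhibitor of protein degradation at the endoplasmic reticulum, was 5.06-fold higher in IB, at 5.42 ± 1.29 (SD, n = 14) against 3.08 ± 0.96 in DU×IB (log2 difference -2.34, SE 0.40, limma adjusted p = 0.00111, lower than the IB median in 13 of 14 DU×IB piglets). With a median of 2.72 in DU×IB, near the lowest values of the arrays, the size of this fold depends on the background. SLPI, a secreted inhibitor of serine proteases, was 4.50-fold higher in IB, at 10.84 ± 0.98 against 8.67 ± 1.21 (log2 difference -2.17, SE 0.39, adjusted p = 0.0019, lower in 12 of 14). GPX2, a glutathione peroxidase, was 5.18-fold higher in DU×IB, at 10.07 ± 1.86 against 7.70 ± 0.69 (log2 difference 2.37, SE 0.48, adjusted p = 0.00803, higher in 11 of 14). In all, 52 of the 5226 probe sets passed the threshold, and 444 had an unadjusted p under 0.05. With the hybridization series as a block, 145 passed, 108 of them higher in DU×IB and 37 higher in IB, among them SVIP (adjusted p = 0.000576) and SLPI (0.00143). Within the series of 16 arrays 9 passed and within the series of 12 arrays 229, while no probe set had an interaction of genetic type with series at an adjusted p under 0.10 in limma (333 at an unadjusted p under 0.05, where chance gives 261.3). Without DU×IB replicate 7 the count fell to 34.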

Employing this platform, we detected 271 differentially expressed (DE) probes according to genetic type, exceeding the threshold *PP*-value corresponding to a FDR < 0.10 (*Posterior Probability* =0.006) (Additional file 1). These correspond to 256 known genes. 

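The genes of the study's list kept their direction in the limma fit. All 271 of its probe sets had the sign of the study's ratio, 166 of them higher in DU×IB, such as those of the collagens COL1A1 and COL12A1, and 105 higher in IB, such as those of ME1 and PON3 of lipid metabolism. The 52 probe sets past the threshold all belong to this list, and so do the 145 that passed with the series as a block. Of the 271, 218 had an unadjusted p under 0.05, and 269 did with the block. The median size of their log2 difference was 0.60. Within each series separately, 269 of the 271 had the same direction in both. Across these probe sets the log2 differences had a correlation of 0.999 with the study's log2 ratios, where genes are not independent replicates. The study chose the list on these arrays, so these counts are not independent evidence.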

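Probe sets of one gene measured the same side for each gene that the study's list holds more than once. IGF2, a fetal growth factor, has 7, with log2 differences from 0.52 to 2.69, and 6 of them passed the limma threshold (7 with the series as a block). Both probe sets of LOX, an enzyme that cross-links collagen, passed, at 0.82 and 0.89, and both of SORT1, a sorting receptor that takes up lipoproteins, at 0.66 and 0.92. On the IB side both probe sets passed for ME1, which supplies NADPH for fatty acid synthesis, at -1.02 and -1.01, and for SVIP, whose second probe set differed by -3.53. For MTUS2, a protein of microtubules, 1 of 2 passed (0.73 and 1.14), a call lost with array median centring, quantile normalization and the Welch test. No probe set passed for CASQ2, the calsequestrin of slow fibres and heart (0.95 and 0.97), MAP1B (0.62 and 0.65), PTPRD (0.36 and 0.62) or ERO1L (-0.81 and -0.48). With the series as a block both passed for CASQ2 and MAP1B and 1 of 2 for PTPRD and ERO1L. The CASQ2 probe set at 0.95 differed by only 0.17 in the series of 16 arrays. In the series of 12 it differed by 1.98 and passed (limma adjusted p = 0.0712).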

Ten DE genes were represented by more than one DE probe (*CASQ2, ERO1L, IGF2, MTUS2, LOX, MAP1B, ME1, PTPRD, SORT1, SVIP*). Out of the 256 DE genes, 154 were overexpressed in DU×IB and 102 were overexpressed in IB. 

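Counted as named genes, 33 were higher in DU×IB and 10 were higher in IB at a limma adjusted p under 0.10. RBP7, a retinol-binding protein of the fatty acid-binding protein family, was higher in DU×IB by 1.58 (log2, adjusted p = 0.0309), above the IB median in 14 of 14 piglets; its IB mean of 2.87 is near the lowest values of the arrays, so the size depends on the background. On the IB side, the nucleotide pyrophosphatase ENPP4 differed by -1.31 (adjusted p = 0.017) and NRXN3, a cell adhesion protein of synapses, by -0.83 (adjusted p = 0.00801), each below the IB median in 14 of 14 DU×IB piglets. CLYBL, a mitochondrial lyase, differed by -1.60 (adjusted p = 0.00858, 14 of 14), and its probe set is assigned to several genes by the annotation. These genes passed with the series as a block too, with adjusted p = 0.0202 for RBP7, 0.000576 for ENPP4, 0.00136 for NRXN3 and 0.00619 for CLYBL.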

Regarding the size of the effects, the DE genes upregulated in DU×IB ranged between 1.23 and 5.98 fold-changes, and the ones upregulated in IB ranged between 1.21 and 7.87.

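The largest folds of the list belong to IGF2 on the DU×IB side and to SVIP on the IB side, and that of SVIP depends on the background, since most DU×IB piglets had SVIP levels near the lowest of the arrays. Over the study's probe sets, those higher in DU×IB differed by 1.26-fold to 6.47-fold (median 1.57), and those higher in IB by 1.20-fold to 11.5-fold (median 1.44), as ratios of mean log2 levels turned back to the linear scale. At the upper end also lie the small leucine-rich proteoglycans KERA and FMOD of the matrix, 3.81-fold higher in DU×IB, and PON3, a lactonase that hydrolyses lipid peroxides, 3.25-fold higher in IB. MAX, a transcription factor, lies near the median of the IB side at 1.44-fold. These folds describe a list chosen on the same arrays and are not independent evidence of their size.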

Real-time quantitative PCR (qPCR) was employed to assess the expression of 18 genes (eight upregulated in DU×IB, eight upregulated in IB and two unchanged ones), selected to represent different magnitudes of the differential expression detected in the microarray study. Twelve out of the 16 DE genes and one coming from the non-DE group were successfully validated as DE; and two out of the four non-validated genes (*PLA1A* and *CASP4*) were close to statistical significance (Table 2). The correlations among gene expression values obtained with microarray and qPCR were significant in 15 out of the 18 selected genes (Table 2). Overall, qPCR results were in the same direction and similar magnitude compared to the microarray. 

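ELOVL6, the elongase that makes stearate from palmitate, had a mean of 7.62 ± 0.54 (SD, n = 14) in IB and of 6.99 ± 0.57 in DU×IB. The log2 difference was -0.63 (SE 0.22), lower than the IB median in 12 of 14 DU×IB piglets, and did not pass the threshold (limma, two-sided, adjusted p = 0.254). With the hybridization series as a block it passed (adjusted p = 0.0929), and the difference was -0.71 in the series of 16 arrays and -0.53 in the series of 12. As a ratio of DU×IB to IB, the array gave 0.644 for ELOVL6, beside the paper's printed ratios of 0.64 on the array and 1.11 by qPCR. Only ELOVL6 among the 17 genes of Table 2 with a probe set in the table lay on opposite sides of 1 in the array and qPCR.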

The *ELOVL6* gene showed the lowest agreement between methods, which could be due to the detection of different splice variants, as up to 13 different transcripts have been described for this gene in humans. 

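SCD, the desaturase that makes oleate from stearate, had a mean of 7.65 ± 2.21 (SD, n = 14) in IB and of 6.94 ± 0.84 in DU×IB on the arrays. The log2 difference of -0.71 (SE 0.57) did not pass the threshold (limma, two-sided, adjusted p = 0.934; 0.647 with the hybridization series as a block), although 14 of 14 DU×IB piglets lay below the IB median. Without IB replicate 2 the difference was -0.43. It was -1.36 in the series of 16 arrays and 0.15 in the series of 12, so its sign is not the same in both.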

Interestingly, the *SCD* gene, which was selected as a control non-DE (1.5× higher expression in IB, but without statistical significance), was observed to be significantly DE in the qPCR validation step (2× upregulation in IB, *P* = 0.03). The substantial value of Concordance Correlation Coefficient calculated between microarray and qPCR fold-change values for these 18 genes (CCC = 0.863) indicates a remarkable agreement between both measures, validating the global reproducibility of microarray results [28].

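The array and qPCR had the same genes at both ends of Table 2, and the order of all its genes was not tested. IGF2 (4.83-fold on the array here, 2.95 by the paper's qPCR), the proteoglycans KERA (2.41 by qPCR) and FMOD (2.78 by qPCR) stand at the DU×IB end, and PON3 (ratio of DU×IB to IB 0.307 on the array, 0.37 by qPCR) and PLA1A, a phospholipase of phosphatidylserine (0.405 and 0.42), at the IB end, with a DU×IB level of PLA1A near the lowest of the arrays. Of the 17 genes with a probe set in the table, 16 lay on the same side of 1 in both. Lin's concordance correlation coefficient between the array ratios of this fit and the paper's printed qPCR ratios was 0.839 (jackknife SE 0.0503) across these genes, which are not independent replicates. Leaving out 1 gene at a time gave 0.829 to 0.881, the highest without IGF2, and on the log2 scale the coefficient was 0.942. On the arrays 8 of the 17 genes passed the limma threshold, and 12 with the series as a block. Within the series of 12 arrays alone the coefficient was 0.734, and within the series of 16 it was 0.866. The study chose most of these genes from its list on the same arrays, so the coefficient is not independent evidence.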

**Table 2:** **Technical validation of microarray results by qPCR**

Gene	Ratio microarray (DU×IB)/IB	***PP value*** microarray	ratio qPCR (DU×IB)/IB	***P value*** qPCR	Correlation ( ***r*** )	***P value (H***_***o***_ ***:r = 0)***
*IGF2*	4.88	<0.00001	2.95	0.0001	0.796	<0.0001
*KERA*	3.41	0.00001	2.41	0.0009	0.889	<0.0001
*FMOD*	3.35	0.00006	2.78	0.0048	0.764	<0.0001
*COL1A1*	2.18	0.00082	2.15	0.0060	0.540	0.0030
*FBN2*	1.88	0.00009	1.76	0.012	0.744	<0.0001
*AEBP1*	1.81	0.00111	2.00	0.019	0.832	<0.0001
*LOX*	1.72	0.00071	1.58	0.019	0.506	0.0084
*FKBP14*	1.72	0.00005	1.60	0.025	0.794	<0.0001
*PSMD11*	0.73	0.00541	0.65	0.046	0.444	0.0229
*ALOX5AP*	0.70	0.00139	0.78	0.128	0.189	0.3331
*CASP4*	0.64	0.00216	0.54	0.084	0.869	<0.0001
*ELOVL6*	0.64	0.00114	1.11	0.561	0.086	0.6616
*NFKBIZ*	0.59	0.00369	0.82	0.358	0.502	0.0065
*ME1*	0.50	0.00028	0.57	0.024	0.802	<0.0001
*PLA1A*	0.42	0.00017	0.42	0.074	0.769	<0.0001
*PON3*	0.31	<0.00001	0.37	0.001	0.787	<0.0001
*SCD*	0.65	0.15186	0.50	0.030	0.866	<0.0001
*ELOVL5*	1.07	0.28406	1.13	0.433	0.255	0.2089

Functions and pathways altered by genetic type were explored by studying overrepresentation of gene ontology (GO) terms on the three main family categories with DAVID tool (Database for Annotation, Visualization and Integrated Discovery) [29] (Additional file 2). Most enriched terms were related to main biological processes including: extracellular structure organization, developmental process, lipid metabolic process and muscle organ development. Regarding the cellular compartment GO category, the extracellular matrix (ECM) part was highly enriched in the list of DE genes.

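Genes of the extracellular matrix were enriched among the 33 named genes higher in DU×IB. Of 17 measured matrix glycoproteins and proteoglycans 4 were among them, where 0.249 would be expected (Fisher's exact test, two-sided, adjusted p = 0.00103). These are KERA and FMOD, which space collagen fibrils, the microfibril protein FBN2 and THBS2, a matrix protein that limits angiogenesis. Collagens gave 2 of 6 (COL12A1 and COL14A1; 0.0878 expected, adjusted p = 0.026), and enzymes of collagen processing 2 of 11 (LOX and LOXL1; adjusted p = 0.0683). Both were lost with array median centring (adjusted p = 0.51 and 0.65) and with the Welch test (0.339 and 0.486), and collagen processing also with quantile normalization (0.776). Markers of tendon and cartilage, 3 of which are also matrix genes or collagens (KERA, FMOD and COL12A1), gave 3 of 5 (adjusted p = 0.000728). Integrins and focal adhesion genes gave 1 of 7 (ITGA2; adjusted p = 0.425). No list passed among the 10 genes higher in IB. The background was the 2256 named genes of the table, and the p was adjusted over the 26 lists with at least 5 measured genes.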

The lists of genes upregulated in IB and DU×IB were also separately explored (Tables 3 and 4). In order to reduce the redundancy, a functional annotation clustering was performed with DAVID tool. 

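Lysosomal and cytosolic proteases were lower in DU×IB than in IB muscle as a group. All 11 measured genes of the list of lysosomal and caspase proteolysis had a negative log2 difference, with a median of -0.25, among them CTSS, a cathepsin of antigen-presenting cells (-0.43), and CAPN3, the muscle calpain (-0.25). The difference of CAPN3 was 0.046 in the series of 16 arrays and -0.64 in the series of 12, so its sign is not the same in both. The list fell against the other genes (camera, two-sided, adjusted p = 0.00196; adjusted p = 0.0215 with an estimated correlation). None of its members passed over all probe sets, and 3 were lower when adjusted over the list alone (CTSL2 and CASP4 among them). The mean of the members in each piglet was lower by -0.32 (SE 0.09, permutation test, two-sided, p = 0.00165, adjusted p = 0.00613 over 26 lists) and lay below the IB median in 14 of 14 DU×IB piglets. Within the series of 16 arrays the mean differed by -0.29 (exact permutation p = 0.0545) and within the series of 12 by -0.37 (exact permutation p = 0.00649). Markers of macrophages and monocytes, which express several of these proteases, moved to the same side (11 of 11 members negative, median -0.50, camera adjusted p = 4.16e-05; adjusted p = 0.109 with an estimated correlation).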

Genes upregulated in IB affected GO terms grouped in three main annotation clusters, which are related to lipid metabolic process, transcriptional regulation and proteolysis (Table 3). 

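Genes of muscle development did not move as a block. Of 6 measured genes of the list of developmental myosins and regeneration, 3 had a higher and 3 a lower mean in DU×IB, and only IGF2 passed the limma threshold over all probe sets (2 were higher when adjusted over the list alone, IGF2 and ACTC1). ACTC1, the cardiac actin of immature muscle, differed by 1.00 (log2, adjusted p = 0.284) and TNNT2, the cardiac troponin T, by 0.60 (adjusted p = 0.834). The difference of ACTC1 was 0.22 in the series of 16 arrays and 2.04 in the series of 12, where it passed (limma adjusted p = 0.0918). The myogenic regulators MYOD1 (-0.25) and MYF6 (-0.50) lay on the other side. The list rose in DU×IB with camera (two-sided, adjusted p = 0.0791), but with an estimated correlation it did not (adjusted p = 0.109). The mean per piglet was higher by 0.48 (SE 0.15, permutation p = 0.00411, 10 of 14 piglets above the IB median). The difference was 0.31 in the series of 16 arrays (exact permutation p = 0.0556). It was 0.71 in the series of 12 (exact permutation p = 0.00866). This mean of 6 genes includes IGF2, with a log2 difference of 2.27, and was not computed without it. Camera's call was lost within each series (adjusted p = 0.15 and 0.11), with array median centring (0.184), with quantile normalization (0.115) and with the replicate block (0.112).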

Genes upregulated in DU×IB affected biological process terms clustered in annotation groups related to development, ECM organization, response to stimulus and cell migration and proliferation (Table 4). DAVID tool also allowed for the identification of KEGG pathways significantly enriched in the list of genes upregulated in each genetic type (Additional file 2). 

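Ubiquitin ligases and conjugating enzymes were lower in DU×IB than in IB muscle as a group. Of 19 measured members, 14 had a negative log2 difference, with a list median of -0.31, and the list fell against the other genes (camera, two-sided, adjusted p = 0.000899; adjusted p = 0.0489 with an estimated correlation). No member passed over all probe sets, and 6 were lower, among them the ligases CUL9 and MARCH6, and 1 was higher when adjusted over the list alone. With the hybridization series as a block 6 members were lower and 1 was higher over all probe sets. The 6 were more of the genes higher in IB than chance gives (Fisher's exact test, two-sided, adjusted p = 4.54e-06). All probe sets that passed with this block belong to the study's list, chosen on these arrays, so this enrichment is not independent evidence. The list of ubiquitin genes was not tested without the study's genes, such as CUL9 and MARCH6. The mean of the members in each piglet differed by -0.26 (SE 0.08, permutation test, two-sided, p = 0.00213, adjusted p = 0.00692), below the IB median in 12 of 14. Within the series of 16 arrays it differed by -0.13 (exact permutation p = 0.0922) and within the series of 12 by -0.44 (exact permutation p = 0.00216).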

*Ubiquitin mediated proteolysis* was significantly enriched in IB, while several KEGG pathways were overrepresented in the DU×IB type. Among them the most significant ones were *ECM-receptor interaction* and *Focal adhesion*.

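Integrins and the proteins that anchor them were higher in DU×IB. All 7 measured members of the list of integrins and focal adhesion had a positive log2 difference, with a median of 0.42, and the list rose against the other genes (camera, two-sided, adjusted p = 0.000899; adjusted p = 0.0489 with an estimated correlation). ITGA2, the collagen-binding integrin subunit, passed over all probe sets. PTK2, the focal adhesion kinase, differed by 0.51 (adjusted p = 0.287; 0.0929 with the series as a block) and PARVA, which links integrins to actin, by 0.42 (adjusted p = 0.404). Adjusted over the list alone, 4 members were higher. The mean of the members per piglet was higher by 0.48 (SE 0.13, permutation test, two-sided, p = 0.00087, adjusted p = 0.00452) and above the IB median in 13 of 14 DU×IB piglets. It was higher by 0.38 in the series of 16 arrays (exact permutation p = 0.0291) and by 0.61 in the series of 12 (exact permutation p = 0.00649).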

**Table 3:** **Functional annotation clustering of genes upregulated in muscle from Iberian piglets**

**Annotation Cluster 1 Enrichment Score: 2.33**	**Count**	***P*** **value** ^**+**^	**Genes**
GO:0044255 ~ cellular lipid metabolic process	11	0.00007	PLAA, PTGES3, SAMD8, AGPAT5, ALOX5AP, SCD, EPHX2, PLA1A, GNPAT, ELOVL6, SIRT1
GO:0006644 ~ phospholipid metabolic process	4	0.034	PLAA, SAMD8, AGPAT5, PLA1A
GO:0019637 ~ organophosphate metabolic process	4	0.037	PLAA, SAMD8, AGPAT5, PLA1A
**Annotation Cluster 2 Enrichment Score: 2.11**	**Count**	***P*** **value** ^**+**^	**Genes**
GO:0006350 ~ transcription	16	0.001	NFKBIZ, ZFP30, RBM4, AFF4, AFF3, ZNF143, SIRT1, CBFB, MAX, CNTF, ZNF326, IRF1, PHTF1, NFE2L1, DNTTIP2, MLLT3
GO:0006366 ~ transcription from RNA polymerase II promoter	5	0.001	MAX, AFF4, IRF1, NFE2L1, CBFB
GO:0032774 ~ RNA biosynthetic process	5	0.005	MAX, AFF4, IRF1, NFE2L1, CBFB
GO:0006351 ~ transcription, DNA-dependent	5	0.005	MAX, AFF4, IRF1, NFE2L1, CBFB
GO:0045449 ~ regulation of transcription	19	0.007	NFKBIZ, ZFP30, RBM4, AFF4, AFF3, ZNF143, SIRT1, CBFB, MAX, CNTF, NEDD4, ZNF326, AGT, TIAL1, IRF1, PHTF1, NFE2L1, DNTTIP2, MLLT3
**Annotation Cluster 3 Enrichment Score: 1.69**	**Count**	***P*** **value** ^**+**^	**Genes**
GO:0006508 ~ proteolysis	13	0.003	CTSL2, ASB11, MYLIP, C4BPA, UBE2QL1, MARCH6, UBE2D4, CASP4, PSMD11, NEDD4, KLHL15, CASP7, RNF19B
GO:0019941 ~ modification-dependent protein catabolic process	9	0.004	UBE2D4, NEDD4, PSMD11, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6
GO:0043632 ~ modification-dependent macromolecule catabolic process	9	0.004	UBE2D4, NEDD4, PSMD11, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6
GO:0051603 ~ proteolysis involved in cellular protein catabolic process	9	0.005	UBE2D4, NEDD4, PSMD11, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6
GO:0044257 ~ cellular protein catabolic process	9	0.005	UBE2D4, NEDD4, PSMD11, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6
GO:0030163 ~ protein catabolic process	9	0.007	UBE2D4, NEDD4, PSMD11, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6
GO:0009057 ~ macromolecule catabolic process	10	0.008	NGLY1, UBE2D4, NEDD4, PSMD11, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6
GO:0044265 ~ cellular macromolecule catabolic process	9	0.014	UBE2D4, NEDD4, PSMD11, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6

^+^ *P*-value from modified Fisher exact score.

**Table 4:** **Functional annotation clustering of genes upregulated in muscle from DU×IB piglets**

Annotation Cluster 1 Enrichment Score: 6.94	Count	***P*** value^+^	Genes
GO:0032501 ~ multicellular organismal process	54	6.61E-13	S100A6, AEBP1, KERA, UTRN, POSTN, REST, ENPEP, GPX2, APP, ROBO1, SEMA3E, S1PR5, COL12A1, LOX, SLC22A2, USH2A, EGFL6, CHODL, CTNNBIP1, MAN2A1, ALDH7A1, DACT1, GRN, SORT1, VCAN, COL1A1, CNTN3, PROS1, CASQ2, MYL6, HUS1, AKAP9, GPM6B, FKBP1A, APLNR, PTK2, ITGAV, SYN3, PPP3CB, SCARB1, FBN2, DCLK1, MAP1B, ITGA2, IGF2, COL5A1, DKK3, ITGA6, SFRP2, CD59, TCF12, MYH10, CDH11, CLCN5
GO:0048856 ~ anatomical structure development	41	9.60E-10	MYL6, AEBP1, S100A6, UTRN, GPM6B, POSTN, FKBP1A, ENPEP, REST, PTK2, APP, ROBO1, ITGAV, S1PR5, SEMA3E, PPP3CB, COL12A1, FBN2, LOX, USH2A, DCLK1, MYOC, MAP1B, CHODL, ITGA2, IGF2, COL5A1, DKK3, MAN2A1, ITGA6, SFRP2, GRN, SORT1, VCAN, ANTXR1, CNTN3, COL1A1, TCF12, CASQ2, MYH10, CDH11
GO:0007275 ~ multicellular organismal development	43	2.42E-09	MYL6, AEBP1, S100A6, HUS1, UTRN, GPM6B, POSTN, FKBP1A, ENPEP, REST, PTK2, APP, ROBO1, ITGAV, S1PR5, SEMA3E, PPP3CB, COL12A1, FBN2, LOX, USH2A, DCLK1, EGFL6, MAP1B, CHODL, ITGA2, IGF2, COL5A1, CTNNBIP1, DKK3, MAN2A1, DACT1, ITGA6, SFRP2, GRN, SORT1, VCAN, CNTN3, COL1A1, TCF12, CASQ2, MYH10, CDH11
GO:0032502 ~ developmental process	45	4.28E-09	MYL6, S100A6, AEBP1, HUS1, UTRN, GPM6B, POSTN, FKBP1A, ENPEP, REST, PTK2, APP, ROBO1, ITGAV, S1PR5, SEMA3E, PPP3CB, COL12A1, FBN2, LOX, USH2A, DCLK1, MYOC, EGFL6, MAP1B, CHODL, ITGA2, IGF2, COL5A1, CTNNBIP1, DKK3, MAN2A1, DACT1, ITGA6, SFRP2, GRN, SORT1, VCAN, ANTXR1, CNTN3, COL1A1, TCF12, CASQ2, MYH10, CDH11
GO:0048731 ~ system development	35	1.36E-07	MYL6, AEBP1, S100A6, UTRN, GPM6B, POSTN, FKBP1A, ENPEP, REST, APP, PTK2, ROBO1, ITGAV, S1PR5, SEMA3E, PPP3CB, COL12A1, LOX, USH2A, DCLK1, MAP1B, CHODL, ITGA2, IGF2, COL5A1, MAN2A1, ITGA6, SORT1, VCAN, CNTN3, COL1A1, TCF12, CASQ2, CDH11, MYH10
GO:0030154 ~ cell differentiation	22	2.12E-04	S100A6, EGFL6, UTRN, MAP1B, ITGA2, IGF2, GPM6B, REST, PTK2, APP, ITGA6, ROBO1, SFRP2, SEMA3E, S1PR5, PPP3CB, SORT1, VCAN, ANTXR1, COL1A1, DCLK1, MYH10
GO:0048869 ~ cellular developmental process	22	3.88E-04	S100A6, EGFL6, UTRN, MAP1B, ITGA2, IGF2, GPM6B, REST, PTK2, APP, ITGA6, ROBO1, SFRP2, SEMA3E, S1PR5, PPP3CB, SORT1, VCAN, ANTXR1, COL1A1, DCLK1, MYH10
GO:0048513 ~ organ development	24	4.09E-04	MYL6, AEBP1, UTRN, ITGA2, CHODL, FKBP1A, IGF2, POSTN, ENPEP, COL5A1, MAN2A1, PTK2, APP, ITGA6, ROBO1, ITGAV, PPP3CB, COL1A1, LOX, TCF12, CASQ2, USH2A, DCLK1, MYH10
**Annotation Cluster 2 Enrichment Score: 4.70**	**Count**	***P*** **value** ^**+**^	**Genes**
GO:0043062 ~ extracellular structure organization	11	7.37E-08	APP, PTK2, COL14A1, UTRN, MAP1B, COL12A1, FKBP1A, POSTN, COL1A1, LOX, COL5A1
GO:0030198 ~ extracellular matrix organization	9	5.04E-07	APP, PTK2, COL14A1, COL12A1, FKBP1A, POSTN, COL1A1, LOX, COL5A1
GO:0030199 ~ collagen fibril organization	5	7.49E-05	COL14A1, COL12A1, COL1A1, LOX, COL5A1
**Annotation Cluster 3 Enrichment Score: 2.37**	**Count**	***P*** **value** ^**+**^	**Genes**
GO:0009605 ~ response to external stimulus	15	1.56E-04	MAP1B, ITGA2, IGF2, ENSA, COL5A1, ITGA6, SFRP2, ROBO1, CD59, SCARB1, VCAN, LOX, COL1A1, PROS1, MYH10
GO:0042060 ~ wound healing	8	2.23E-04	CD59, ITGA2, SCARB1, IGF2, LOX, PROS1, COL5A1, MYH10
GO:0009611 ~ response to wounding	10	0.0011093	CD59, MAP1B, ITGA2, VCAN, SCARB1, IGF2, LOX, PROS1, COL5A1, MYH10
GO:0051128 ~ regulation of cellular component organization	9	0.011086	PTK2, ROBO1, MAP1B, ITGA2, SCARB1, IGF2, COL5A1, MYH10, DSTN
GO:0050896 ~ response to stimulus	28	0.0134512	KERA, HUS1, TIPIN, FKBP1A, ENSA, GPX2, APP, ROBO1, PPP3CB, SCARB1, GNG2, LOX, FAM129A, USH2A, MAP1B, ITGA2, IGF2, COL5A1, ABCG2, ITGA6, SFRP2, CD59, SORT1, VCAN, COL1A1, TCF12, PROS1, MYH10
GO:0042221 ~ response to chemical stimulus	14	0.0284588	MAP1B, ITGA2, FKBP1A, IGF2, ENSA, ABCG2, GPX2, ROBO1, PPP3CB, SORT1, SCARB1, GNG2, LOX, COL1A1
**Annotation Cluster 4 Enrichment Score: 2.26**	**Count**	***P*** **value** ^**+**^	**Genes**
GO:0006928 ~ cell motion	13	1.17E-05	ITGA2, ENPEP, COL5A1, DSTN, PTK2, APP, ITGA6, ROBO1, SCARB1, VCAN, DCLK1, THBS4, MYH10
GO:0016477 ~ cell migration	10	1.09E-04	PTK2, ITGA6, ROBO1, VCAN, SCARB1, ENPEP, COL5A1, DCLK1, MYH10, THBS4
GO:0007409 ~ axonogenesis	8	1.21E-04	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, DCLK1, MYH10
GO:0000904 ~ cell morphogenesis involved in differentiation	9	1.61E-04	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, ANTXR1, DCLK1, MYH10
GO:0048870 ~ cell motility	10	1.61E-04	PTK2, ITGA6, ROBO1, VCAN, SCARB1, ENPEP, COL5A1, DCLK1, MYH10, THBS4
GO:0051674 ~ localization of cell	10	1.64E-04	PTK2, ITGA6, ROBO1, VCAN, SCARB1, ENPEP, COL5A1, DCLK1, MYH10, THBS4
GO:0030154 ~ cell differentiation	22	2.12E-04	S100A6, EGFL6, UTRN, MAP1B, ITGA2, IGF2, GPM6B, REST, PTK2, APP, ITGA6, ROBO1, SFRP2, SEMA3E, S1PR5, PPP3CB, SORT1, VCAN, ANTXR1, COL1A1, DCLK1, MYH10
GO:0009653 ~ anatomical structure morphogenesis	20	2.24E-04	S100A6, MAP1B, ITGA2, FKBP1A, IGF2, ENPEP, COL5A1, DKK3, PTK2, APP, ITGA6, ROBO1, SFRP2, VCAN, ANTXR1, FBN2, COL1A1, MYOC, DCLK1, MYH10
GO:0048869 ~ cellular developmental process	22	3.88E-04	S100A6, EGFL6, UTRN, MAP1B, ITGA2, IGF2, GPM6B, REST, PTK2, APP, ITGA6, ROBO1, SFRP2, SEMA3E, S1PR5, PPP3CB, SORT1, VCAN, ANTXR1, COL1A1, DCLK1, MYH10
GO:0030030 ~ cell projection organization	10	5.27E-04	APP, S100A6, PTK2, ITGA6, ROBO1, MAP1B, VCAN, DCLK1, MYH10, THBS4
GO:0040011 ~ locomotion	10	5.63E-04	PTK2, ITGA6, ROBO1, VCAN, SCARB1, ENPEP, COL5A1, DCLK1, MYH10, THBS4
GO:0048858 ~ cell projection morphogenesis	8	5.68E-04	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, DCLK1, MYH10
GO:0032990 ~ cell part morphogenesis	8	9.16E-04	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, DCLK1, MYH10
GO:0000902 ~ cell morphogenesis	9	0.0013059	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, ANTXR1, DCLK1, MYH10
GO:0048699 ~ generation of neurons	10	0.0021025	APP, S100A6, PTK2, ROBO1, S1PR5, MAP1B, VCAN, REST, DCLK1, MYH10
GO:0048666 ~ neuron development	8	0.0025921	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, DCLK1, MYH10
GO:0022008 ~ neurogenesis	10	0.0031988	APP, S100A6, PTK2, ROBO1, S1PR5, MAP1B, VCAN, REST, DCLK1, MYH10
GO:0032989 ~ cellular component morphogenesis	9	0.0032876	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, ANTXR1, DCLK1, MYH10
GO:0045664 ~ regulation of neuron differentiation	5	0.0042345	PTK2, ROBO1, S1PR5, MAP1B, REST
GO:0007399 ~ nervous system development	13	0.0054731	S100A6, MAP1B, GPM6B, REST, PTK2, APP, ROBO1, S1PR5, SEMA3E, VCAN, CNTN3, DCLK1, MYH10
GO:0048468 ~ cell development	11	0.005626	APP, S100A6, PTK2, ROBO1, UTRN, MAP1B, PPP3CB, VCAN, ANTXR1, DCLK1, MYH10
GO:0030182 ~ neuron differentiation	8	0.0057725	APP, S100A6, PTK2, ROBO1, MAP1B, VCAN, DCLK1, MYH10
GO:0060284 ~ regulation of cell development	6	0.0067586	PTK2, ROBO1, S1PR5, MAP1B, IGF2, REST
GO:0050767 ~ regulation of neurogenesis	5	0.0122736	PTK2, ROBO1, S1PR5, MAP1B, REST
GO:0031344 ~ regulation of cell projection organization	4	0.0132242	PTK2, ROBO1, MAP1B, ITGA2
GO:0051960 ~ regulation of nervous system development	5	0.0177634	PTK2, ROBO1, S1PR5, MAP1B, REST
GO:0045595 ~ regulation of cell differentiation	8	0.0186936	PTK2, ROBO1, ITGAV, S1PR5, MAP1B, IGF2, REST, USH2A
GO:0022604 ~ regulation of cell morphogenesis	4	0.037216	PTK2, ROBO1, MAP1B, MYH10
GO:0050793 ~ regulation of developmental process	9	0.0379454	PTK2, ROBO1, ITGAV, S1PR5, MAP1B, IGF2, REST, USH2A, MYH10

^+^ *P*-value from modified Fisher exact score.

The main biological functions identified by Ingenuity Pathway Analysis (IPA) in the comparative dataset of the IB and DU×IB groups included categories related to Cell-To-Cell Signaling and Interaction (*P* = 0.00004, *n* = 35), Lipid Metabolism (*P* = 0.0001, *n* = 43) and Small Molecule Biochemistry (*P* = 0.0001, n = 48). Furthermore, transcripts related to lipid metabolism were mainly upregulated in IB group, while transcripts related to Cell-To-Cell Signaling and Interaction were mainly upregulated in DU×IB group. 

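Piglet by piglet, the lipid genes that the paper names and its matrix and adhesion genes part the genetic types in opposite directions. The mean of its 9 lipid genes was lower in DU×IB by -0.78 and below the IB median in 14 of 14 piglets. The mean of its 19 matrix and adhesion genes was higher by 0.95 and above the IB median in 14 of 14. The study chose both groups on these arrays, so they are not independent evidence. Among its lipid genes 3 were lower in DU×IB at the limma threshold (PON3, ME1 and PLA1A; 8 when adjusted over the list alone), and among its matrix and adhesion genes 7 were higher (18 when adjusted over the list alone).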

The specific functions of cell movement/migration and attachment/adhesion of cells were significantly predicted to be decreased in IB samples (*P* = 0.00004 and *P* = 0.0003, respectively). The canonical pathways significantly over-represented in the DE genes are reflected in Figure 1 and the most significant interaction networks (NW) are displayed in Figures 2, 3 and 4. Results concerning the separate analysis of the genes upregulated in each one of the genetic types provide potential specific mechanisms to underlie the biological functions and phenotypic traits changing between them.

**Figure 1:**
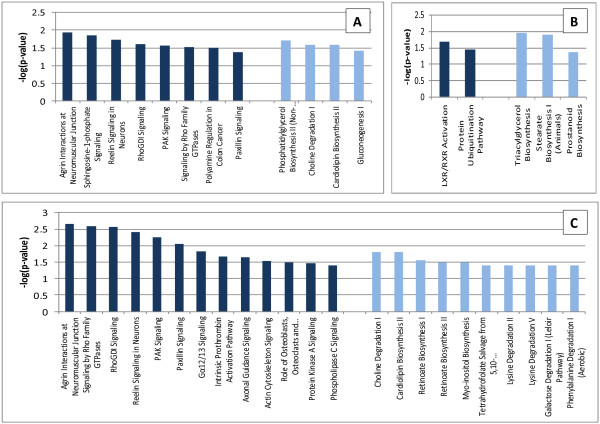
**Functional categorization analysis with IPA.** Canonical pathways significantly enriched in the three sets of genes are shown (*P* < 0.05): **A)** Genes DE between both genetic types; **B)** Genes upregulated in IB; **C)** Genes upregulated in DU×IB. Signaling pathways are indicated with dark bars and metabolic pathways with light bars.

**Figure 2:**
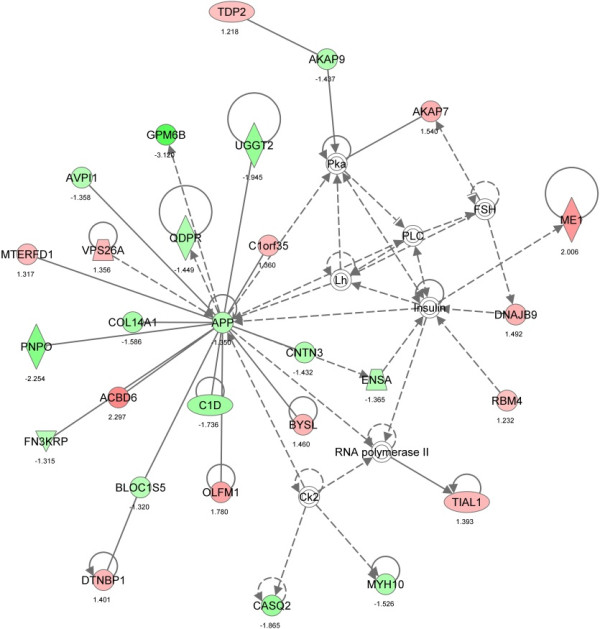
**Gene network 1: Cellular Development, Cellular Growth and Proliferation, Embryonic Development (score 51).** Molecules are represented as nodes and the biological relationships between nodes are represented as edges. Genes upregulated in IB are indicated in red and the ones upregulated in DU×IB are shown in green.

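Few genes of this network passed on their own. Of its 29 genes, 13 had a higher mean in DU×IB and 16 a lower mean. At the limma threshold 3 were higher, among them the membrane glycoprotein GPM6B of nerve and glia (log2 difference 1.73, SE 0.32, adjusted p = 0.00256, 13 of 14 piglets above the IB median) and the collagen COL14A1. GPM6B has another probe set with a difference of the opposite sign. With the series as a block 6 were higher and 3 lower, and adjusted over the list alone 13 were higher and 12 lower. The study chose the network from its list on these arrays, so this is not independent evidence.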

**Figure 3:**
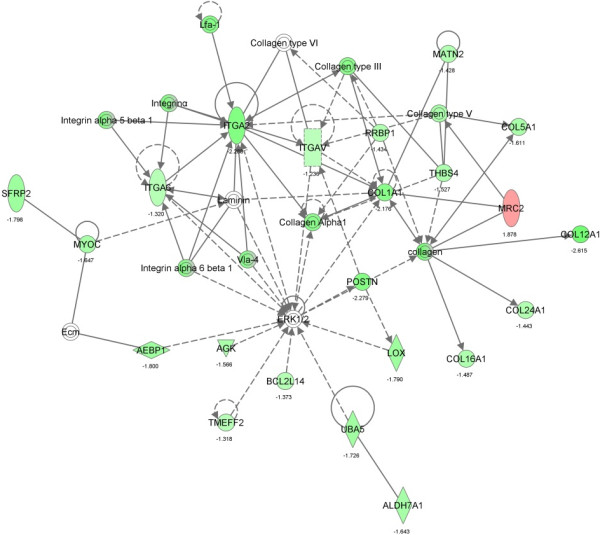
**Gene network 2: Connective Tissue Disorders, Dermatological Diseases and Conditions, Cellular Assembly and Organization (score 47).** Molecules are represented as nodes and the biological relationships between nodes are represented as edges. Genes upregulated in IB are indicated in red and the ones upregulated in DU×IB are shown in green.

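Genes of this network lay almost all on the DU×IB side. Of its 22 genes, 21 had a higher mean in DU×IB, with a median log2 difference of 0.70, and the exception is MRC2, a collagen receptor that the annotation of the array calls CD93 (-0.92, limma adjusted p = 0.126). At the threshold 3 were higher, COL12A1, LOX and ITGA2 (15 higher and 1 lower with the series as a block; 20 higher and 1 lower when adjusted over the list alone). The mean of the 22 genes was above the IB median in 14 of 14 DU×IB piglets. The study chose these genes on the same arrays, so the direction is not independent evidence.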

**Figure 4:**
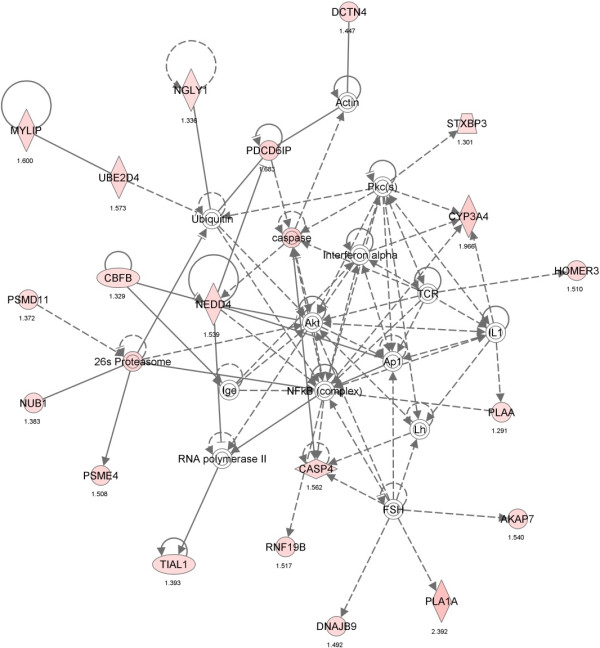
**Gene network 3: Protein Degradation, Protein Synthesis, Cell Morphology (score 41).** Molecules are represented as nodes and the biological relationships between nodes are represented as edges. Genes upregulated in IB are indicated in red and the ones upregulated in DU×IB are shown in green.

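All 20 genes of this network had a lower mean in DU×IB than in IB, with a median log2 difference of -0.58. At the limma threshold 2 were lower, the phospholipase PLA1A and PDCD6IP, an adaptor of the machinery that sorts ubiquitinated cargo into vesicles (-0.74, adjusted p = 0.0576, 13 of 14 piglets below the IB median). Adjusted over the list alone 14 were lower, and 7 with the series as a block over all probe sets. The genes were chosen by the study on these arrays and are not independent evidence of this direction.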

The main altered functional patterns observed with the different tools are discussed individually below:

#### Tissue development and ECM organization

Among the DE genes affected by genetic type we found several widely known ones related to muscle development, including *IGF2* (with 5× upregulation in DU×IB), which is the most significant DE gene with seven probes showing differential expression. 

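IGF2, the fetal growth factor of the insulin family, was 4.83-fold higher in DU×IB than in IB muscle. Its level was 11.09 ± 0.71 (SD, n = 14) in DU×IB and 8.82 ± 0.83 in IB, a log2 difference of 2.27 (SE 0.28, limma, two-sided, adjusted p = 4.83e-06). All 14 DU×IB piglets lay above the IB median, and the ranges of the genetic types meet at 10.04. The difference was 2.08 in the series of 16 arrays (adjusted p = 0.000246) and 2.53 in the series of 12 (adjusted p = 7.62e-06), and with the series as a block the adjusted p was 2.08e-11.

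**Figure D1:**
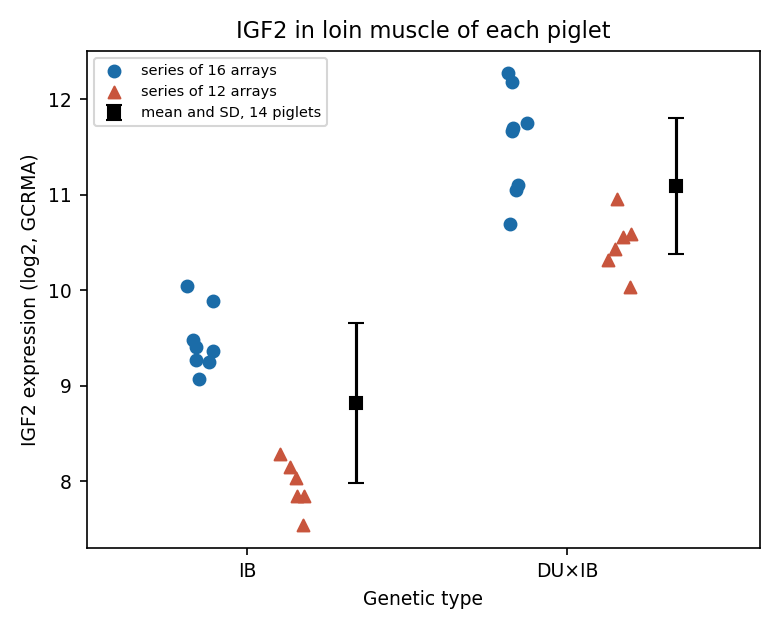
Expression of IGF2 (log2, GCRMA) in the loin muscle of each piglet by genetic type, with blue circles for the series of 16 arrays and red triangles for the series of 12, and black squares with bars for the mean and SD of 14 piglets. IB piglets lie between 7.54 and 10.04 (median 9.16) and DU×IB piglets between 10.04 and 12.27 (median 11.00), and the DU×IB mean is higher within each series.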

The growth factor coded by this gene has a major function in muscle promoting fiber differentiation. This locus is paternally imprinted, and a nucleotide substitution in its intron 3 has been described, which abrogates in vitro interaction with a nuclear repressor factor. This substitution affects transcriptional regulation in a way that pigs inheriting the mutation from their sire have a threefold increase in *IGF2* messenger RNA expression in postnatal muscle [30]. This mutation is absent in Iberian pig populations and at very high frequency in the Duroc sire lines employed for crossing with Iberian pigs. In fact, our animals were genotyped for this polymorphism and all DU×IB piglets showed the inheritance of the mutant allele from their Duroc sire, in agreement with the differences observed in gene expression.

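Of the measured genes in the list of the insulin-like growth factor axis, only IGF2 passed the threshold in these piglets. IGFBP6, a binding protein that prefers IGF2, differed by 0.55 (log2, limma adjusted p = 0.758) and GHR, the growth hormone receptor, by -0.29 (adjusted p = 0.957). MSTN, near the background, differed by -0.56 (adjusted p = 0.948). None of IGFBP6, GHR and MSTN passed with the hybridization series as a block. With 4 measured members this list of 20 genes was too short to be tested as a group. The arrays measure the transcript and not the allele it comes from.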

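FBN2, a fibrillin of the microfibrils of developing tissue, was 1.94-fold higher in DU×IB, at 7.97 ± 0.38 (SD, n = 14) against 7.01 ± 0.72 in IB. The log2 difference was 0.96 (SE 0.22, limma, two-sided, adjusted p = 0.0298), above the IB median in 14 of 14 piglets, with 0.70 in the series of 16 arrays and 1.31 in the series of 12 (adjusted p = 0.0144 with the series as a block). APP, the amyloid precursor protein, had a level of 5.78 ± 0.45 in DU×IB and of 5.32 ± 0.38 in IB. Its log2 difference of 0.46 (SE 0.18, 10 of 14 piglets above the IB median) did not pass the threshold (adjusted p = 0.374; 0.106 with the series as a block). The annotation of the array assigns the probe set that the study calls APP to MGAT5.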

We also found other DE genes with roles on myogenesis or muscle development as amyloid beta precursor protein (*APP)* and Fibrillin-2 (*FBN2)*. The *APP* gene has a central role in the most significant gene network detected in this work (Figure 2), related to tissue development. The *APP* appears to promote cell adhesion, acting in an integrin-like manner [31]. Evidence of interaction with laminin and collagen provides further evidence of adhesion-promoting properties. Also studies suggest that peptides derived from the amyloid precursor protein can promote transcriptional activation and can have growth-promoting properties both before and after birth [32]. In fact, *APP*-deficient mice obtained by gene targeting are lighter in body mass. The *FBN2* gene may influence the formation and maintenance of extracellular microfibrils [33], and it has been proposed to play an important role in muscle development being considered a candidate for muscling traits [14, 34]. 

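AEBP1, a secreted carboxypeptidase-like protein of connective tissue, had a level of 5.72 ± 0.77 (SD, n = 14) in DU×IB and of 4.83 ± 0.55 in IB. The log2 difference of 0.90 (SE 0.25), with 12 of 14 DU×IB piglets above the IB median, lay just outside the threshold (limma, two-sided, adjusted p = 0.106). It passed with the hybridization series as a block (adjusted p = 0.0562), and was 0.81 in the series of 16 arrays and 1.01 in the series of 12.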

Another interesting result is the upregulation in the DU×IB muscles of AE binding protein 1 (*AEBP1)* gene, which encodes a member of the carboxypeptidase A protein family. This protein may function as a transcriptional repressor in adipogenesis and muscle cell differentiation, playing a key role in modulation of in vivo adiposity and regulation of energy balance [35]. This protein downregulates *PTEN*, *PPAR*γ*1* and *LXR*α expression and transcriptional activity [36], and influence intracellular lipid accumulation. It promotes proliferation of preadipocytes and inhibits their differentiation into mature, fat-filled adipocytes [37].

Regarding the functions and pathways affected by genetic type, the most significantly affected biological function, according to all the employed tools, is ECM function and organization, which is narrowly related to tissue development (Additional file 2, Table 4, Figures 1 and 3). Genes involved in cell adhesion and extracellular structures were found upregulated in DU×IB, mainly several *integrin* and *collagen* genes and other interacting molecules such as *POSTN*, *LOX*, *MATN2* or *THBS4* (Figure 3). 

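Structural genes of the matrix were higher in DU×IB muscle as a group, with the proteoglycans FMOD and KERA far ahead. FMOD, fibromodulin, had a level of 10.03 ± 0.92 (SD, n = 14) in DU×IB and of 8.10 ± 1.32 in IB, a log2 difference of 1.93 (SE 0.40, limma, two-sided, adjusted p = 0.00858), and KERA, keratocan, one of 8.35 ± 1.05 against 6.42 ± 1.09 (1.93, SE 0.38, adjusted p = 0.00529). Both were above the IB median in 14 of 14 piglets. LOX, the lysyl oxidase, was higher by 0.82 (SE 0.21, adjusted p = 0.053, 14 of 14), a call that is lost when arrays are centred on their medians or quantile normalized again. POSTN, a matrix protein of collagen assembly (1.29, SE 0.38, adjusted p = 0.141, 13 of 14), MATN2 (0.54, adjusted p = 0.221, 13 of 14) and THBS4 (0.65, adjusted p = 0.238, 12 of 14) did not pass, and passed with the series as a block (adjusted p = 0.0634, 0.0538 and 0.0887). Of 17 measured matrix glycoproteins and proteoglycans 14 had a positive difference and 4 were higher over all probe sets (10 higher and 1 lower when adjusted over the list alone). The list rose against the other genes (camera, two-sided, adjusted p = 4.32e-07; adjusted p = 0.0489 with an estimated correlation, and 0.105 with that and the series as a block). Its lowest member is SPP1, osteopontin, a secreted protein of macrophages and bone (-1.36, adjusted p = 0.536). The fibroblast marker THY1, a surface protein, was on the same side at 0.71, as was the microfibril protein MFAP5 at 0.45, neither past the threshold (adjusted p = 0.427 and 0.514).

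**Figure D2:**
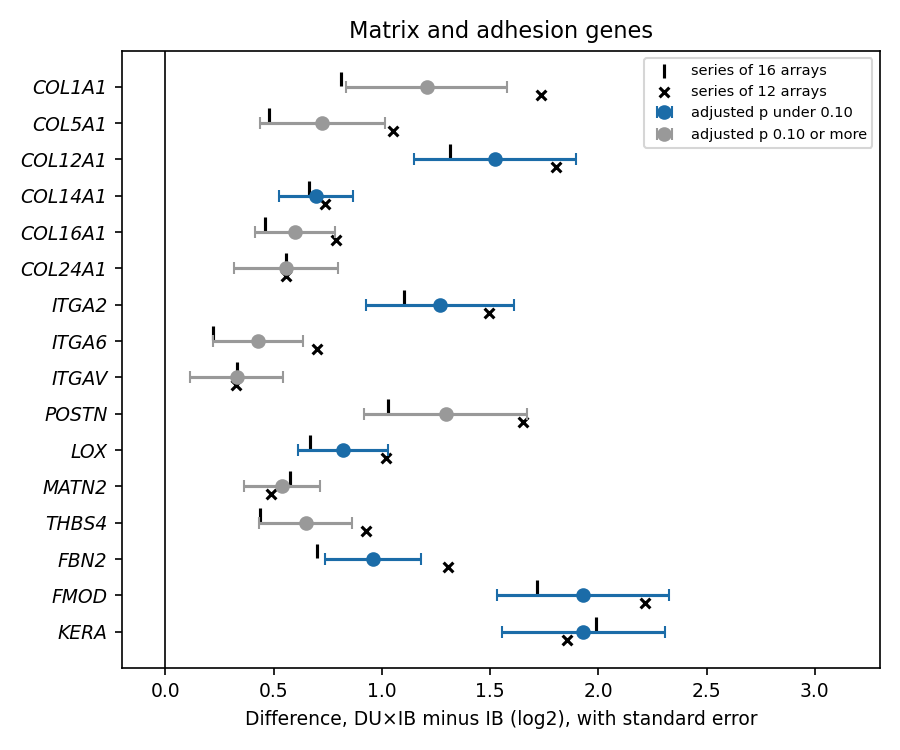
Log2 difference DU×IB minus IB of the matrix, adhesion and collagen genes that the paper names, as circles with standard error bars (14 piglets per genetic type), with a vertical tick for the series of 16 arrays and a cross for the series of 12. Blue marks an adjusted p under 0.10 over all probe sets. All 16 differences are positive, from 0.33 for ITGAV to 1.93 for FMOD and KERA, and all are positive in both series.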

The extracellular matrix consists of a dynamic mixture of structural and functional macromolecules and serves an important role in tissue and organ morphogenesis and in the maintenance of cell and tissue structure and function [38]. It has been shown to be very relevant in cellular signalling because specific interactions between cells and the ECM have pivotal roles in the regulation of muscle cell proliferation and differentiation [39]. These interactions are mediated by transmembrane molecules, mainly integrins and also other cell-surface-associated components, and lead to a direct or indirect control of cellular activities such as adhesion, migration, differentiation, proliferation, and apoptosis [40]. Proliferation determines the pool of muscle cells available for differentiation and thus it influences the potential for muscle growth. Moreover, the extracellular environment regulates the proliferation and differentiation of mesenchymal stem cells and satellite cells [41], which can follow adipogenic differentiation thus increasing the intramuscular adipocytes, fibrogenic differentiation increasing connective tissue content, and of course myogenic differentiation which increases muscle mass. Thus, function of ECM has relevant influence not only on muscle development but also in future meat quality by affecting intramuscular fat deposition and connective tissue abundance [42].

Integrins function as mechanoreceptors and provide a force-transmitting physical link between the ECM and the cytoskeleton and it is proposed that these proteins also regulate angiogenesis [43]. There is considerable evidence of the close relationship between developing adipocytes and vasculature, and hence the influence of integrins on angiogenesis may have an impact on adipogenesis as well. In fact, adipogenesis and angiogenesis are reciprocally regulated [44]. Three different *Integrin* genes were upregulated in DU×IB (*ITGAV*, *ITGA2* and *ITGA6*), which show central positions in NW2 related to Cellular Assembly and Organization, especially the *ITGA2* gene (Figure 3). 

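ITGA2, the integrin subunit that binds collagen, was 2.41-fold higher in DU×IB, at a mean of 5.77 against 4.50 in IB (n = 14 each, log2 difference 1.27, SE 0.34, limma, two-sided, adjusted p = 0.0889, 12 of 14 piglets above the IB median). With the series as a block its adjusted p was 0.0202, and the difference was 1.10 in the series of 16 arrays and 1.49 in the series of 12. The call of ITGA2 is lost when single piglets are left out (adjusted p = 0.173 without DU×IB replicate 12) and with a Welch test. ITGA6, a laminin receptor subunit, differed by 0.43 (adjusted p = 0.58, 11 of 14) and ITGAV, a receptor subunit for vitronectin and fibronectin, by 0.33 (adjusted p = 0.824, 8 of 14). Neither passed the threshold, also not with the series as a block (adjusted p = 0.171 and 0.309).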

*ITGA* is considered a myogenesis inhibitor which has been suggested to delay muscle differentiation, contributing to a later but higher differentiation of muscle fibers in lean breeds [14], in agreement with our findings. *ITGAV* is also related to negative regulation of lipid transport and storage. Integrins are narrowly related to collagens and both types of molecules interact in the maintenance of the extracellular matrix. In fact, the DE gene *ITGA2* encodes the alpha subunit of a transmembrane receptor for collagens and related proteins. Six different collagen genes were upregulated in DU×IB piglets (*COL1A1, COL5A1, COL12A1, COL14A1, COL16A1, COL24A1*). 

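Collagens were higher in DU×IB muscle as a group. COL12A1, which decorates the surface of collagen fibrils, was 2.88-fold higher, at 7.83 ± 0.94 (SD, n = 14) against 6.31 ± 1.17 in IB (log2 difference 1.52, SE 0.37, limma, two-sided, adjusted p = 0.0432, 12 of 14 piglets above the IB median), a call lost with the Welch test. COL14A1, another fibril-associated collagen, was 1.62-fold higher, at 11.02 ± 0.37 against 10.33 ± 0.41 (0.70, SE 0.17, adjusted p = 0.0456, 14 of 14), a call lost with array median centring. The fibril-forming COL1A1 (1.21, adjusted p = 0.187) and COL5A1 (0.73, adjusted p = 0.401), COL16A1 (0.60, adjusted p = 0.183) and COL24A1 (0.56, adjusted p = 0.466) did not pass. With the series as a block all of these 4 did (adjusted p = 0.027, 0.0237, 0.051 and 0.0887). The annotation of the array assigns the probe set of COL24A1 to FAM151B. Of the 6 measured members of the list of collagens, which holds COL4A2 of the basement membrane (0.30) and not COL24A1, all were positive, 2 passed over all probe sets and 5 when adjusted over the list alone. The list rose against the other genes (camera, two-sided, adjusted p = 4.86e-06; adjusted p = 0.0489 with an estimated correlation). The mean of the 6 in each piglet was higher by 0.84 (SE 0.21, permutation test, two-sided, p = 0.00017, adjusted p = 0.00221), by 0.64 in the series of 16 arrays (exact permutation p = 0.0028) and by 1.11 in the series of 12 (exact permutation p = 0.013).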

Collagen deposition in intramuscular locations starts in fetal stages, and this deposition is predictive of collagen deposition in intramuscular locations in growing pigs [45, 46]. Several works indicate that IGF system, PPARγ and myostatin may regulate the deposition of collagen in pig intramuscular locations [47, 48]. Muscle collagen content contributes to toughness of meat, influences texture and is associated with growth rate [49]. Moreover, collagen development is negatively related to adipocyte development in the ECM: extensive collagen deposition restricts local fat cell clusters growth, and conversely, removal of collagen stimulates the metabolism and survival of adipocytes [50]. Therefore, the higher collagen gene expression in DU×IB muscle is in agreement with the reported higher lean growth but lower meat tenderness and intramuscular fat content of fattened pigs [24].Canonical pathways upregulated in DU×IB (Figure 1) are narrowly related to the effects on ECM. Main signaling pathways are involved in assembly of actin cytoskeleton, cell adhesion to the extracellular matrix, cell-cell adhesion and cell motility and growth (Rho GTPase signaling, PAK signaling, Paxillin signaling, actin cytoskeleton signaling, Gα12 signaling).

Some of our individual DE genes have been previously reported to be DE between phenotypically different breeds or experimental animals, as *IGF2*[16]. Also, ECM components (mainly collagen genes) and functions have been detected as differential in comparison studies among populations differing in intramuscular fat composition, due to breed or dietary factors [15, 17, 51, 52]. These previous results together with the present ones reinforce the ECM biological importance in determining composition and organization of muscle tissue, as well as its significance in the regulation of IMF deposition.

#### Lipid metabolism and protein catabolism

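Genes that make fatty acids and triglycerides were somewhat lower in DU×IB than in IB muscle as a group. Of 13 measured members 9 had a negative log2 difference, with a median of -0.14, and the list fell against the other genes (camera, two-sided, adjusted p = 0.0289; adjusted p = 0.0813 with an estimated correlation). Only ME1, the malic enzyme, passed over all probe sets, and it was lower together with ELOVL6 when adjusted over the list alone. FASN, the fatty acid synthase, differed by -0.14 (limma adjusted p = 0.998), and DGAT2, the last step of triglyceride synthesis, lay on the other side at 0.42 (adjusted p = 0.928). The mean of the members in each piglet differed by -0.21 (SE 0.10, permutation test, two-sided, p = 0.0513, adjusted p = 0.0953) and lay below the IB median in 11 of 14 DU×IB piglets. It differed by -0.27 in the series of 16 arrays (exact permutation p = 0.0934) and by -0.12 in the series of 12 (exact permutation p = 0.362), where camera did not pass (adjusted p = 0.328). Genes of fatty acid oxidation did not move as a group: of 14 members 7 were positive and 7 negative, none passed limma over all probe sets or over the list alone, and the list did not pass camera (adjusted p = 0.597).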

The higher lipid deposition observed in muscle of IB pigs (Table 1), was coincident with the upregulation of genes related to lipid metabolism in this genetic type (Additional file 2 and Table 3). 

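The clearest lipid genes on the IB side are PON3, ME1 and PLA1A. PON3, a paraoxonase that hydrolyses oxidized lipids, was at 7.52 ± 0.66 (SD, n = 14) in IB and at 5.81 ± 0.54 in DU×IB, a log2 difference of -1.70 (SE 0.23, limma, two-sided, adjusted p = 1.77e-05) with -1.60 in the series of 16 arrays and -1.84 in the series of 12. ME1, which makes NADPH for fatty acid synthesis, was at 5.70 ± 0.75 in IB and at 4.69 ± 0.41 in DU×IB (-1.01, SE 0.23, adjusted p = 0.0298; -0.62 and -1.52 in the 2 series), and PLA1A, which removes a fatty acid from phosphatidylserine, at 4.45 ± 1.26 and 3.15 ± 0.26 (-1.30, SE 0.32, adjusted p = 0.0492; -0.98 and -1.74), where the DU×IB level is near the background, on which the size depends. Each was below the IB median in 14 of 14 DU×IB piglets. AGPAT5, which acylates lysophosphatidic acid, differed by -0.47 (adjusted p = 0.651), PTGES3, a cochaperone with prostaglandin E synthase activity, by -0.35 (adjusted p = 0.647) and GNPAT, the first enzyme of ether lipid synthesis, by -0.34 (adjusted p = 0.641). These 3 did not pass with the series as a block either (adjusted p = 0.135, 0.151 and 0.319). The call of PLA1A is lost with a Welch test.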

Most genes were involved in lipid and phospholipid biosynthetic processes (for example *ELOVL6, ME1, PTGES3, AGPAT5, GNPAT*) but also some of them had a role in lipid and fatty acid hydrolysis (*PON3, PLA1A*). This is consistent with previous results showing that fatter animals have higher mRNA levels for both lipogenic and lipolytic enzymes, with net lipid deposition being regulated by their ratio rather than enhancing only one of these pathways [10]. The *SCD* (Stearoyl-CoA desaturase) gene was also identified to be upregulated in IB muscle in the qPCR validation step (Table 2). This gene is highly relevant regarding meat quality because its product catalyzes the biosynthesis of monounsaturated fatty acids from saturated fatty acids. The higher expression of this gene in pure Iberian pig muscle is in agreement with the differences in fatty acid contents observed (Table 1), which constitute the main differential trait regarding tissue composition between the analysed genetic types also in adulthood. IPA analysis also indicated that *Lipid Metabolism* was one of the main biological functions in the comparative dataset. Moreover, the most significant canonical signaling pathway represented by the genes upregulated in IB (Figure 1) was involved in the regulation of lipid metabolism, inflammation, and cholesterol to bile acid catabolism (*LXR/RXR activation*) and the three metabolic pathways detected are related to the biosynthesis of lipids and fatty acids: *Triacylglycerol biosynthesis, Prostanoid biosynthesis* and *Stearate biosynthesis*.

When studying genome-wide transcriptional profile on heterogeneous samples as animal tissues it is necessary to take into account the cellular heterogeneity. Any observed differences may be strongly confounded by differences in cell type compositions between samples [53]. In this sense, results regarding lipid metabolism genes are consistent with an influence of differential cellularity between genetic types. 

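Genes of early and late adipocytes did not move as groups in this muscle. Of 8 measured preadipocyte and early adipogenesis genes 4 had a positive and 4 a negative log2 difference, none passed the limma threshold over all probe sets, and 2, AEBP1 and SFRP2, were higher in DU×IB when adjusted over the list alone. SFRP2, a secreted regulator of Wnt signalling, differed by 0.90 (adjusted p = 0.221), and the early adipogenic factors CEBPD and KLF4 by -0.44 (adjusted p = 0.773) and -0.33 (adjusted p = 0.802). The list did not pass (camera, two-sided, adjusted p = 0.726), and its mean per piglet differed by 0.11 (permutation p = 0.238). Of 5 measured adipocyte markers 2 were positive and 3 negative, none passed over all probe sets or over the list alone, and the list did not pass (camera adjusted p = 0.586). FABP4, the fatty acid-binding protein of adipocytes, differed by 0.37 (adjusted p = 0.801), the lipase PNPLA2 by -0.43 (adjusted p = 0.59) and CFD, adipsin, by -0.44 (adjusted p = 0.568). With the series as a block AEBP1 alone of these passed.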

Some of the previously mentioned expression differences are in agreement with an earlier adipocyte development in IB muscles, for instance, the DE observed for *AEBP1* gene suggests a higher content of preadipocytes in DU×IB piglets vs. a higher content of mature adipocytes in IB. Also, the higher expression of *LOX*, collagens and other ECM proteins in crossbred muscles may be related to a higher content of preadipocytes [54]. 

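Enzymes and chaperones that process and cross-link collagen were higher in DU×IB as a group. LOXL1, a lysyl oxidase of elastic fibres, was higher by 1.09 (log2, limma, two-sided, adjusted p = 0.0924, 13 of 14 piglets above the IB median), a call lost with array median centring, quantile normalization and a Welch test, and when single piglets are left out (adjusted p = 0.174 without DU×IB replicate 12). FKBP14 and FKBP10, isomerases that fold procollagen, differed by 0.82 (adjusted p = 0.187; 0.033 with the series as a block) and 0.75 (adjusted p = 0.22; 0.0929 with the series as a block), and SERPINH1, the collagen chaperone, by 0.47 (adjusted p = 0.586). FKBP14 has another probe set with a difference of the opposite sign (-0.16, adjusted p = 0.998), and 1 more that the study assigns to GRN lay on the same side (0.77, adjusted p = 0.22). Of 11 measured members 10 were positive, 2 passed over all probe sets and 4 when adjusted over the list alone. The list rose against the other genes (camera, two-sided, adjusted p = 0.000172; adjusted p = 0.0987 with an estimated correlation). Its mean per piglet was higher by 0.46 (SE 0.13, permutation test, two-sided, p = 0.00162, adjusted p = 0.00613), by 0.35 in the series of 16 arrays (exact permutation p = 0.0235) and by 0.61 in the series of 12 (exact permutation p = 0.013).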

In order to study the potential contribution of this differential cellularity to the expression differences observed, we performed the qPCR quantification of the expression of the preadipocyte marker *DLK1* gene. This gene is highly expressed in preadipocytes and absent after adipocyte differentiation [55], and it is not present in the Affymetrix array. In spite of its low expression level in muscle, we detected significant DE in the gene according to genetic type. Muscles from crossbred piglets showed 1.5- fold upregulation (*P* < 0.023). This interesting result joint with the other DE genes detected supports the hypothesis of higher content of preadipocytes in crossbred animals’ vs. higher content of mature adipocytes in Iberian piglets, and thus earlier adipogenesis in the last ones. On the other hand, a higher lipogenic capacity in muscle of pure IB animals being reflected at the genetic level could be suggested.

Gene ontology enrichment and clustering analyses show that protein catabolic processes are significantly enriched in the dataset of genes upregulated in IB (Table 3 and Additional file 2). 

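Genes that rise in wasting muscle were lower in DU×IB than in IB as a group. All 11 measured members of the list of muscle atrophy genes had a negative log2 difference, with a median of -0.46. FBXO32, the ligase atrogin-1, differed by -0.63 (limma adjusted p = 0.944), the autophagy gene GABARAPL1 by -0.46 (adjusted p = 0.697) and the cell cycle inhibitor CDKN1A by -0.58 (adjusted p = 0.439). No member passed over all probe sets, and 1, CTSL2, was lower when adjusted over the list alone. The list fell against the other genes (camera, two-sided, adjusted p = 0.000899; adjusted p = 0.0489 with an estimated correlation). Its mean per piglet differed by -0.38 (SE 0.15, permutation test, two-sided, p = 0.00686, adjusted p = 0.0162) and lay below the IB median in 13 of 14, and it differed by -0.23 without the 2 piglets farthest from the median. In the series of 12 arrays the mean differed by -0.72 (exact permutation p = 0.00866), and in the series of 16 the list did not pass (-0.13, exact permutation p = 0.316; camera adjusted p = 0.15). Proteasome subunits, with 4 measured, were too few to test, and PSMA3 (-0.12) and PSMC6 (0.01) did not pass limma (adjusted p = 0.998 for each).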

*Ubiquitin mediated proteolysis* KEGG pathway is predicted to be upregulated in IB. Also, according to IPA, the second main canonical pathway affected by the genes upregulated in IB is *Protein ubiquitination* pathway (Figure 1). The protein ubiquitination pathway plays a major role in the degradation of short-lived or regulatory proteins involved in a variety of cellular processes [56]. 

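None of the ubiquitin genes passed on its own over all probe sets. CUL9, a cullin scaffold of ubiquitin ligases, came closest (log2 difference -0.58, limma, two-sided, adjusted p = 0.175, below the IB median in 14 of 14 DU×IB piglets). The ligases MARCH6 of the endoplasmic reticulum (-0.54, adjusted p = 0.185, 13 of 14), RNF19B (-0.59, adjusted p = 0.187, 12 of 14) and MYLIP, which degrades the LDL receptor (-0.67, adjusted p = 0.221, 14 of 14), and the conjugating enzyme UBE2QL1 (-0.77, adjusted p = 0.279, 12 of 14) followed. With the hybridization series as a block these 5 passed, with adjusted p = 0.0614, 0.0335, 0.0737, 0.0931 and 0.0477, and so did UBE2D4 (-0.64, 0.0611). ASB11 (-0.54), NEDD4 (-0.61), the proteasome subunit PSMD11 (-0.44) and KLHL15 (-0.31) did not pass either way. Their adjusted p with the block was 0.15, 0.252, 0.171 and 0.255. KLHL15 is near the background (3.89 in IB and 3.58 in DU×IB), on which the size of its difference depends. The study's 17 proteolysis genes all had a negative difference (14 lower when adjusted over the list alone, 8 with the block over all probe sets), but it chose them on these arrays, so this is not independent evidence.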

DE genes affecting protein ubiquitination include *UBE2D4, NEDD4, PSMD11, CUL9, KLHL15, ASB11, RNF19B, UBE2QL1, MYLIP, MARCH6*. Apart from this specific pathway which is modification-dependent, gene ontology analysis allows the detection of other proteolytic enzymes as *C4BPA, CASP4, CASP7* or *CTSL2*. 

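CTSL2, a lysosomal cathepsin, differed by -0.51 (log2) and was below the IB median in 13 of 14 DU×IB piglets, without passing the threshold (limma, two-sided, adjusted p = 0.25). Also not past it were C4BPA, an inhibitor of complement, at -0.70 (adjusted p = 0.291, 13 of 14), and CASP4, an inflammatory caspase, at -0.64 (adjusted p = 0.319, 11 of 14). With the series as a block CTSL2 passed (adjusted p = 0.0929), and C4BPA and CASP4 did not (adjusted p = 0.149 and 0.138). Markers of macrophages, which express cathepsins and CASP4, lay on the same side.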

IPA also provides a significant gene NW related to proteolysis (Figure 4), composed exclusively of genes upregulated in IB.

Protein degradation may be the main cause of the poor muscle development of purebred Iberian pigs. According to previously reported results of a comparison with Landrace pigs, Iberian pigs show about 20-30% greater rates of muscle protein synthesis, but lower relative and absolute weight of *biceps femoris*, *longissimus* and *semimembranosus* muscles than Landrace [57]. Under similar nutritional and physiological conditions, protein turnover as well as the protein synthesis to protein deposition ratio may differ between Iberian and leaner breeds, resulting in dissimilar protein deposition rates [58]. Our results of differential gene expression support this hypothesis and further specify the potential pathways and genes responsible of the metabolic differences observed.

In summary, the performed comparison of the muscle transcriptome of crossbred and purebred IB piglets allows to highlight several important biological functions narrowly related to their respective muscle characteristics. Muscle tissue development and ECM organization are strongly upregulated in DU×IB, in concordance with greater muscle and connective tissue development, characteristic of this genetic type. Genes and functions upregulated in IB are related to lipid and protein metabolism and are also in agreement with phenotypic traits. 

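Muscle of DU×IB piglets had more transcript of genes that build and anchor the matrix, and muscle of IB piglets more of genes that break down protein. Genes that make fatty acids and triglycerides were only somewhat lower in DU×IB, by -0.21 per piglet (permutation test, two-sided, p = 0.0513). In the series of 12 arrays alone that list did not pass camera. Of 26 lists with at least 5 measured genes, 14 passed their test (camera, two-sided, adjusted p under 0.10), and the same 14 passed with the hybridization series as a block. Of these, muscle development (adjusted p = 0.109 with an estimated correlation), macrophages (0.109), the interferon response (0.248) and the cell cycle (0.273) were lost with an estimated correlation. Collagens, matrix glycoproteins and proteoglycans, collagen processing, integrins and the markers of tendon and cartilage rose in DU×IB, and synthesis of fatty acids and triglycerides, ubiquitin ligases, muscle atrophy genes and proteases of lysosome and caspases fell. Markers of tendon and cartilage, which overlap the matrix lists, had the largest mean difference per piglet at 1.12 (SE 0.27, permutation test, two-sided, p = 0.00035, adjusted p = 0.00286; 0.95 in the series of 16 arrays, exact permutation p = 0.00917, and 1.36 in the series of 12, exact permutation p = 0.0238). Their camera adjusted p was 7.86e-05, and the adjusted p was 0.0489 with an estimated correlation, with 3 members higher over all probe sets and 4 higher and 1 lower when adjusted over the list alone. The lower member over the list alone is CILP, a cartilage protein (-0.42, limma adjusted p = 0.724). The list of matrix glycoproteins and proteoglycans differed by 0.63 per piglet (SE 0.15, permutation p = 0.00044; 0.56 and 0.72 in the 2 series). From the higher matrix and muscle development genes in DU×IB and the higher lipid and protein metabolism genes in IB, the paper concludes that the transcriptome is in concordance with the greater muscle and connective tissue of the crossbred and the higher fattening and lower protein deposition of the IB piglets. It proposes an earlier differentiation of adipocytes and a lower ratio of protein deposition to synthesis in IB muscle as mechanisms.

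**Figure D3:**
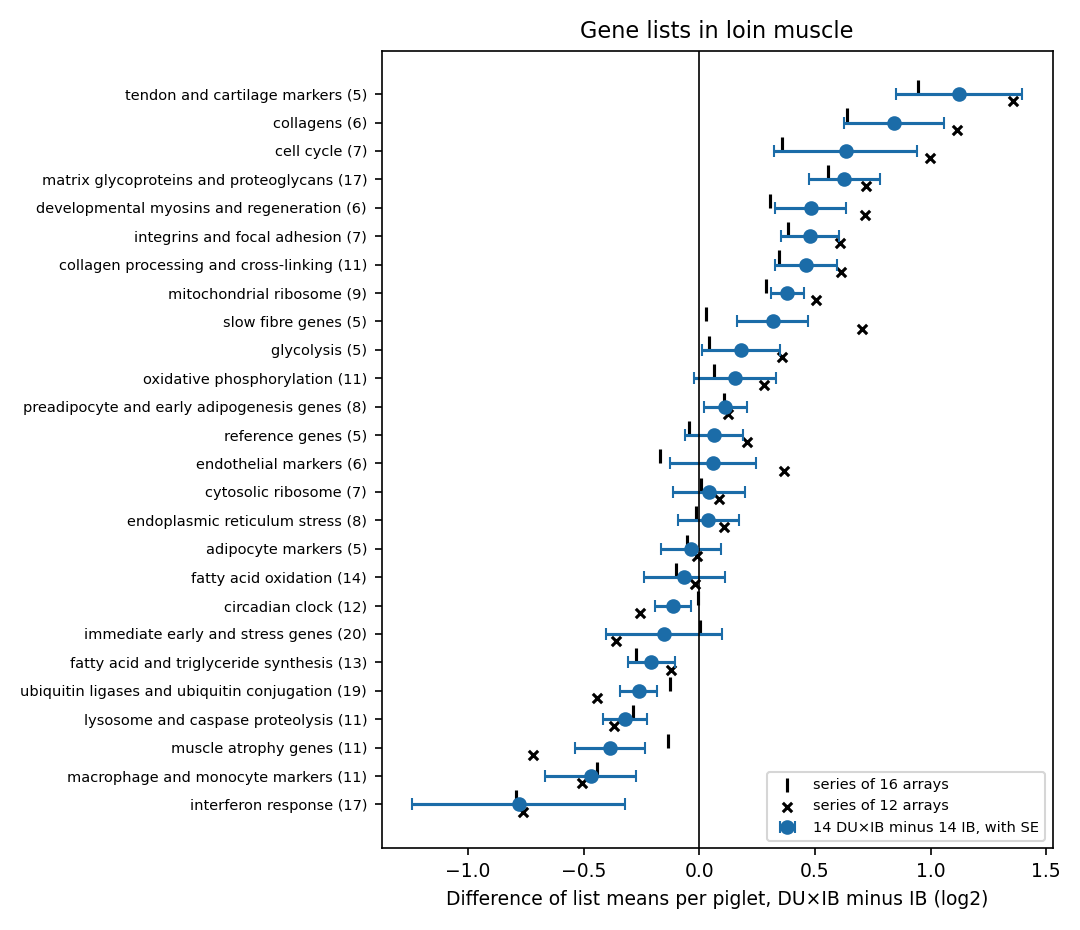
Difference DU×IB minus IB of the mean log2 level of each list's members per piglet, with its standard error (14 piglets per genetic type), and the difference within the series of 16 arrays (vertical tick) and of 12 arrays (cross). The number of measured genes stands in brackets. The lists run from 1.12 for markers of tendon and cartilage to -0.78 for the interferon response.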

Higher lipid metabolism and protein catabolism are coherent with the higher fattening and lower protein deposition in IB muscles. These results provide potential mechanisms to explain the singular growth and fattening phenotype of Iberian pigs, consistent in an earlier adypocite differentiation and hypertrophy and lower protein deposition to synthesis ratio of their muscles. Time-course studies of the differential expression along growth would help to improve the understanding of the metabolic and development differences between genetic types here observed.

### Identification of transcriptional regulators potentially involved in the expression changes between genetic types

The magnitude of differential expression does not necessarily indicate biological significance [59]. A very small change in expression of a particular gene may have important physiological consequences if the protein encoded by this gene plays a regulatory role. Downstream genes usually amplify the signal produced by this regulator, thereby increasing their chance to be detected as DE by standard statistical methods. But the chance of a regulatory gene for being selected is small when focussing on the magnitude of differential expression. Regulatory Impact Factor (RIF) metrics have been developed to infer transcriptional regulation from gene expression data by identifying critical regulatory factors (RF) to explain the expression differences observed. RIF metrics are not dependent on the differential expression of the RF, increasing the biological knowledge that can be derived from gene expression experiments [60, 61]. RIF assigns extreme scores to those RF that are consistently most differentially co-expressed with highly abundant and highly DE genes (RIF1), or to those RF with the most altered ability to predict the abundance of DE genes (RIF2). We performed the prediction of RF with extreme RIF *z*-scores for the whole dataset of DE genes, and also for the genes included in each of the main gene networks detected with IPA.

#### a) Prediction of regulatory factors for the whole dataset of DE genes (256)

Regulatory factors potentially involved in the regulation of the metabolic processes differing in both genetic types were identified by their RIF1 and RIF2 *z*-scores. We performed the RIF study for 310 RF (309 TF and *MSTN* gene, see methods for description) included in the filtered array. We identified 29 RF with extreme *z*-scores for RIF1 and/or RIF2 parameters (Table 5). 

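SIX4, EYA2, RORA, KLF11 and MSTN are among the factors with extreme scores. Of the 310 regulatory factors, 20 had a RIF1 or RIF2 z-score outside the 95% interval of 10000 random gene sets of the same size (below -2.44 or above 1.65 for RIF1, below -1.99 or above 2.30 for RIF2). Of these, 16 are among the study's, and PAX2, SREBF2, ZNF277 and HDAC1 are some of them. The random gene sets themselves put 28.8 factors outside on average (95% of sets between 21 and 37). As the scores are standardized over the factors, such counts are largely set by that and say nothing on whether single factors stand out by chance. RIF1 was the mean over the study's 256 genes of expression level times difference times the squared difference of Pearson correlations, and RIF2 the mean difference of squared products of level and correlation. With values centred within each series of each genetic type, 24 factors lay outside, 8 of them shared with the 20. The gene list was chosen on these arrays, so the scores are not independent evidence.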

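By RIF1, which weighs a change of correlation by the level and difference of each gene, 9 factors lay outside the 95% interval, and by RIF2, the change in how well a factor predicts the genes' levels, 16. Factors outside by RIF1 include ZFP36L1, which destabilizes AU-rich messages (-3.24), SKI, a repressor of TGF-beta signalling (-3.22), and FOSL2, a subunit of AP-1 (-2.98). Factors outside by RIF2 include MXI1, an antagonist of MYC (2.76), SREBF2, the regulator of cholesterol synthesis (2.58), PAX2 (2.32) and the histone deacetylase HDAC1 (-2.10). DACH1 (-2.34) also lies outside, and the annotation of the array assigns its probe set to MOCS2. After each series was centred, 11 lay outside by RIF1 and 15 by RIF2, with MXI1 (RIF2 3.34) and ZFP36L1 (RIF1 -2.98) still outside, and SREBF2 (1.65), PAX2 (0.34), HDAC1 (-1.57) and FOSL2 (-0.18) not.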

Sixteen RF showed extreme values for RIF1 and sixteen for RIF2. 

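KLF11, a repressor of the Krüppel-like family, had the RIF1 score of largest size among the 310 factors, -3.41, and ZHX2, a repressor with zinc fingers and homeoboxes, that of RIF2, 3.40. Neither differed in level between the genetic types (KLF11 log2 difference -0.41, limma, two-sided, adjusted p = 0.9; ZHX2 0.44, adjusted p = 0.717). For ZHX2 the difference was 1.09 in the series of 16 arrays and -0.44 in the series of 12, and for KLF11 0.06 and -1.04. With each series centred, KLF11 stayed outside the interval (RIF1 -2.43) and ZHX2 did not (RIF2 -0.26).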

*KLF11* showed the most extreme score according to RIF1 (-3.79 SD units), and *ZHX2* had the most extreme score according to RIF2 (3.45 SD units). 

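SIX4, a homeodomain partner of EYA proteins in muscle determination, lay outside both intervals, with a RIF1 of -3.39 and a RIF2 of 2.56. So did RORA, an orphan nuclear receptor of lipid metabolism (-3.08 and 2.31), MTA3, a subunit of the NuRD repressor with levels near the background (-3.22 and -2.22), and LHX6, a LIM homeodomain factor (-2.82 and -2.22). EYA2, the coactivator of SIX4 and its relatives, lay outside by RIF2 (3.34) and not by RIF1 (-1.55). Once each series is centred, SIX4 kept both scores outside (-4.08 and 2.58), RORA the first (-2.66), and EYA2 (-0.42 and 1.49), MTA3 (-1.46 and -1.42) and LHX6 (0.45 and -0.66) none.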

The genes *SIX4*, *EYA2* and *KLF11* were found to have extreme scores for both RIF1 and RIF2.

**Table 5:** **RIF prediction for regulatory factors in the whole dataset of DE genes**

***Probe set***	***Gene symbol***	***Gene***	***RIF1 z-***score^§^	***RIF2 z-***score^λ^
Ssc.10025.3.S1_at	*CEBPD*	CCAAT/enhancer binding protein (C/EBP). delta	-3.152	-0.017
Ssc.1012.1.S1_at	*ZNF277*	zinc finger protein 277	-1.251	2.751
Ssc.10128.1.A1_at	*SIX4*	SIX homeobox 4	-2.986	3.127
Ssc.13567.1.A1_at	*ZHX2*	zinc fingers and homeoboxes 2	-0.921	3.454
Ssc.14573.1.S1_at	*EYA2*	Eyes absent homolog 2	-2.907	3.048
Ssc.16976.1.S1_at	*SREBF2*	Sterol regulatory element binding transcription factor 2	-0.970	2.533
Ssc.19163.1.S1_at	*MXI1*	MAX interactor 1. dimerization protein	-1.860	3.443
Ssc.19313.1.A1_at	*MAX*	MYC associated factor X	-3.270	-1.671
Ssc.19537.1.S1_at	*IRF2*	Interferon regulatory factor 2	-2.701	-0.615
Ssc.2001.1.A1_at	*LHX6*	LIM homeobox 6	-1.383	-2.847
Ssc.21096.1.S1_at	*PAX2*	Paired box 2	-0.895	2.378
Ssc.22470.1.S1_at	*PER3*	Period circadian clock 3	-2.258	0.824
Ssc.23498.1.S1_s_at	*MSTN*	Myostatin	-1.930	2.582
Ssc.24606.1.A1_a_at	*PPARGC1B*	Peroxisome proliferator-activated receptor gamma coactivator 1 beta	-2.896	0.167
Ssc.26039.1.S1_at	*RORA*	RAR-related orphan receptor A	-3.597	1.736
Ssc.2719.1.A1_at	*MTA3*	Metastasis associated 1 family, member 3	-1.805	-2.555
Ssc.27410.1.S1_at	*MYCN*	v-myc avian myelocytomatosis viral oncogene neuroblastoma derived homolog	-2.823	-0.783
Ssc.27576.1.S1_at	*MN1*	Meningioma (disrupted in balanced translocation) 1	-2.263	-0.086
Ssc.27622.1.S1_at	*KLF11*	Kruppel-like factor 11	-3.789	2.701
Ssc.27964.2.S1_at	*GATA3*	GATA binding protein 3	0.063	-2.061
Ssc.29855.1.A1_at	*CDCA7*	Cell division cycle associated 7	-2.346	0.220
Ssc.30288.1.A1_at	*GRHL3*	Grainyhead-like 3 (Drosophila)	0.489	-2.038
Ssc.30799.1.A1_at	*DACH1*	Dachshund family transcription factor 1	0.772	-2.329
Ssc.3355.1.S1_at	*HDAC1*	Histone deacetylase 1	0.747	-1.971
Ssc.4212.1.A1_at	*ELK3*	ELK3, ETS-domain protein (SRF accessory protein 2)	-2.349	-1.032
Ssc.6697.1.S1_at	*SOX4*	SRY (sex determining region Y)-box 4	-3.143	-0.718
Ssc.8529.1.A1_at	*ZFP36L1*	ZFP36 ring finger protein-like 1	-3.282	1.299
Ssc.9136.1.S1_at	*CCRN4L*	CCR4 carbon catabolite repression 4-like (S. cerevisiae)	-1.056	-2.354
Ssc.9298.1.A1_at	*IRX3*	Iroquois homeobox 3	-2.538	-0.692

^§^Bootstrap 99% and 95% confidence intervals for *RIF1* z-scores: -3.288/2.754 and -2.155/1.898, respectively.

^λ^Bootstrap 99% and 95% confidence intervals for *RIF2* z-scores: -2.594/3.007 and -1.966/2.030, respectively.

RIF metrics allow the identification of relevant RF even not being DE. The critical RF identified in this study were not DE except *MAX* gene, which showed 1.4× upregulation in the IB group. 

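Levels of the factors differed little between the genetic types. MAX, the partner of MYC proteins, was at 9.10 ± 0.46 (SD, n = 14) in IB and at 8.57 ± 0.35 in DU×IB (log2 difference -0.52, SE 0.18, 14 of 14 DU×IB piglets below the IB median). It did not pass over all probe sets (limma, two-sided, adjusted p = 0.245) and passed with the series as a block (adjusted p = 0.0737), with -0.32 in the series of 16 arrays and -0.79 in the series of 12. PER3, a clock gene that is also in the study's list, differed by 0.50 (adjusted p = 0.311, 13 of 14; 0.141 with the block). Of the 29 factors of Table 5 none passed over all probe sets, 4 had an unadjusted p under 0.05 and 1 passed with the block, and their log2 differences ran from -0.56 to 0.63.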

As expected, RIF metrics identified RF which have been previously shown to have an important role in regulating myogenesis and adipogenesis, but also other ones with less known function. Myostatin (*MSTN*) is a member of the transforming growth factor beta (*TGF*β) superfamily that inhibits muscle differentiation and growth during myogenesis [62]. Its expression is negatively related with muscle mass. In fact, although Myostatin is not a transcription factor, it transmits the signal of TGF-beta cytokines activating multiple intracellular pathways resulting in phosphorylation and activation of downstream Smad proteins and other signalling molecules (e.g. Akt, MAPK, mTOR and Src). These molecules translocate to the nucleus, bind to DNA and regulate transcription of many genes by direct binding to the target gene promoter or through the interaction with transcriptional cofactors in a cell-type-specific manner [63, 64]. 

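MSTN, the inhibitor of muscle growth, had a level of 3.91 ± 1.67 (SD, n = 14) in IB and of 3.35 ± 0.92 in DU×IB, near the background of the arrays, so its scores and correlations rest on a dim probe set. The log2 difference of -0.56 (SE 0.46, 8 of 14 DU×IB piglets below the IB median) did not pass the threshold (limma, two-sided, adjusted p = 0.948; 0.588 with the series as a block), and was 0.44 in the series of 16 arrays and -1.89 in the series of 12. Its RIF2 z-score of 2.72 lay outside the interval, and its RIF1 of -1.69 did not. From centred values the RIF1 lay outside (-3.20) and the RIF2 did not (1.10).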

Although we do not detect its differential expression between genetic types, *MSTN* gene is predicted to be a main regulator of the transcriptome differences observed between them. This is in agreement with findings obtained in cattle by Hudson et al. [61, 65], which showed that *MSTN* is the RF with the highest evidence of contributing to differential expression in muscle in the absence of any demonstrable differential expression of the regulator itself. *GATA3* transcription factor is crucial in a variety of developmental processes including adipogenesis [66], and a negative regulator of TGFβ- and Smad4 signaling [67]. Five RF showing extreme RIF1 or RIF2 z-scores have been reported as key regulators of myogenesis, muscle cell differentiation and growth: *SIX4* and *EYA2* which show a joint and interactive role on activating key muscle determination genes [68, 69], *KLF11*[70], *SOX4*[71], and *HDAC1*[72]. 

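Of these regulators of myogenesis, HDAC1 differed in level by 0.29 (log2, limma, two-sided, adjusted p = 0.841), SOX4 by 0.44 (adjusted p = 0.651), SIX4 by -0.28 (adjusted p = 0.964) and EYA2 by 0.17 (adjusted p = 0.998). None of the 4 passed with the hybridization series as a block. SOX4 lay inside both intervals, with a RIF1 of -2.04 and a RIF2 of -0.43. The difference of EYA2 was 0.97 in the series of 16 arrays and -0.89 in the series of 12, and that of SOX4 -0.038 and 1.08, and both passed the threshold in the series of 12 alone (adjusted p = 0.0937 and 0.0562).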

Interestingly, three TFs known to be functionally related and involved in transcriptional regulation of cell proliferation are detected as potential regulators. These are the *MAX*, *MXI1* and *MYCN* genes. 

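Only MXI1 of these lay outside an interval, by RIF2. MAX had a RIF1 of -2.44, at the bound of the interval, and a RIF2 of -1.63. At the less extreme lower RIF1 bound that the paper prints, MAX would lie outside. MYCN, the neuronal MYC, had a RIF1 of -2.09 and a RIF2 of -0.11. The levels of MYCN (2.97 in IB and 3.33 in DU×IB) are near the background, so its scores and differences rest on a dim probe set. With values centred by series, MAX lay outside by RIF1 (-2.39) and MYCN did not (-0.67). In level, MXI1 differed by -0.34 (log2, limma, two-sided, adjusted p = 0.884) and MYCN by 0.35 (adjusted p = 0.782), and their differences were 0.01 and 0.01 in the series of 16 arrays and -0.81 and 0.81 in the series of 12.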

The MXI1 and MYCN proteins compete for interacting with MAX to form heterodimers, which compete for binding to target sites for transcriptional regulation. Whereas the MYCN-MAX complexes induce transcriptional activation, the MXI1-MAX heterodimers repress transcription [73]. Thus, the balance among the different TFs determines the proliferation and tissue growth rate. Also, the *CDCA7* gene codes for another TF which regulates cell proliferation being a target of MYC-dependent transcriptional regulation [74]. The GRHL3 transcription factor is involved in development and migration of endothelial cells being considered an angiogenic factor [75], and participates in the regulation of actin cytoskeleton organization. Interestingly, the *Iroquois Homeobox 3* gene (*IRX3*) is identified in our work as a potential regulator for the gene expression differences observed between genetic types. This gene has very recently been proposed as a novel determinant of body mass and composition [76].

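IRX3, a homeobox factor, was at 5.80 ± 0.67 (SD, n = 14) in IB and at 5.27 ± 0.42 in DU×IB. The log2 difference of -0.53 (SE 0.22, 11 of 14 DU×IB piglets below the IB median) did not pass the threshold (limma, two-sided, adjusted p = 0.427; 0.201 with the series as a block; -0.29 in the series of 16 arrays and -0.84 in the series of 12). Its RIF1 of -2.23 and RIF2 of -0.91 lay inside the intervals computed here for the whole list. At the less extreme lower bound that the paper prints, the RIF1 would lie outside. From values centred within the series its RIF2 of 2.83 lay outside.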

Also, RF specifically related to adipogenesis and lipid metabolism were predicted to regulate the expression changes. Peroxisome Proliferator-Activated Receptor Gamma Coactivator 1 β (*PPARGC1B*) is involved in fat oxidation, non-oxidative glucose metabolism, mitochondrial biogenesis, and the regulation of energy expenditure [77]. It stimulates lipogenic gene expression by activating *SREBP* transcription factor family. Consistently, *SREBF2*, a known gene with role on cholesterol homeostasis and control of lipid levels, is also predicted to regulate the set of DE genes. CCAAT/enhancer binding protein delta (*CEBPD*) belongs to the *CEBP* family of adipogenic TF and plays a crucial role in mitotic clonal expansion in the early stages of adipocyte differentiation [78]. Retinoic acid receptor related orphan receptor alpha (*ROR*α) is an orphan member of the nuclear receptor superfamily of TF related to lipid homeostasis. It influences genes associated with lipid and carbohydrate metabolism, fatty acid oxidation, insulin signalling, LXR nuclear receptor signalling, and Akt and AMPK signalling in mouse skeletal muscle [79]. Also it influences the expression of *SREBP* and *PPARGC1B* TF. Hence, these RF with extreme RIF z-scores are important metabolic regulators which could be especially relevant for the differences in adipocyte differentiation pattern, lipid metabolism, energy balance regulation and fat deposition between muscles of both genetic types.

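Among the factors of adipogenesis and lipid metabolism, RORA and SREBF2 lay outside the intervals for the whole list, and CEBPD (RIF1 -2.37, RIF2 0.40), PPARGC1B (RIF1 -1.47, RIF2 0.03) and GATA3 (RIF1 0.33, RIF2 -1.64) did not. The paper prints a less extreme lower bound for RIF1, at which CEBPD would lie outside. The levels of GATA3 (2.74 in IB and 2.71 in DU×IB) are near the background, so its scores rest on a dim probe set. PPARGC1B lay outside by RIF2 after centring each series (2.69), and CEBPD (-0.77) and GATA3 (1.04) did not. Their levels did not differ at the limma threshold: RORA by -0.34 (log2, adjusted p = 0.945), SREBF2 by 0.23 (adjusted p = 0.953) and PPARGC1B by 0.39 (adjusted p = 0.846).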

The identification of different RF corresponding to the same pathways (*MAX-MXI-MYCN-CDCA7, MSTN-GATA3, EYA2-SIX4, PPARGC1B-CEBPD-GATA3-SREBF2*) is an indication of the reliability of the results and the involvement of the whole pathways in the expression differences found between the compared genetic types.

The RIF approach also gives novel findings regarding functional relationships not previously reported in muscle. Not much is known about *ZHX2*, *LHX6*, *PAX2, PER3*, *IRF2*, *ZNF27, ELK3* or *ZFP36L1* regulatory factors in relation to muscle structure or function, although some of them have known roles on developmental processes in other tissues. Also, other ones show key roles in the regulation of cell proliferation and differentiation and are associated with tumour development as *MTA3, MN1* or *DACH1*.

In order to reinforce the reliability of the RIF study, the potential compatibility of the RIF-predicted RF and DE genes was also explored at the DNA sequence level, to analyze the presence of transcription factor binding sites (TFBS) in the DE genes promoters. This study was applied to the DNA-binding and sequence-specific transcription factors, which are the ones analyzed by the Genomatix software. On average, we detected TFBS for the RIF-predicted DNA-binding TF in a 60% of the DE genes promoters. This software also allowed the identification of TF for which the number of TFBS in the DE genes was significantly enriched. The transcription factors *MXI1*, *MAX*, *MYCN, ELK3, GRHL3, SIX4, PAX2, SREBF2* and *KLF11* showed significantly higher number of matches with the promoter sequences than the value expected by chance (Benjamini-corrected *P* values =6×10^-16^ for *MXI1*, *MAX* and *MYCN*; 0.001 for *ELK3*, 0.0008 for *GRHL3*, 0.037 for *SIX4*, 3.5×10^-8^ for *PAX2*, 0.0008 for *SREBF2* and 5.7×10^-25^ for *KLF11*).

#### b) Prediction of regulatory factors for the main networks of DE genes detected with IPA

Several gene networks detected by IPA were selected because of its potential role on the phenotypic differences between genetic types, and RIF metrics were also calculated for the DE genes included in each one of these three main networks.

For the first NW (Development, growth, proliferation), we detected 31 potential regulators (Additional file 3). Out of them, sixteen were coincident with RF previously identified in the whole dataset study and fifteen RF were new ones. Among these, several RF with known roles in the functions affected by this NW can be identified, as *MYF6* which is a main regulator of muscle cell differentiation [80], *KLF10* which inhibits growth, acting as negative regulator of cellular proliferation [81], or *ETS2*, which regulates genes related with development and adipogenesis [82]. Moreover, some of the network-specific identified regulators have a role in cell differentiation or proliferation (*KLF5*, *MAFF* or *SRF*).

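For the 29 genes of network 1, 32 of the 310 factors lay outside the 95% interval of random sets, 20 of them among the study's. KLF11 (RIF1 -4.07) and IRX3 (RIF1 -3.39) had the largest RIF1 scores and ZHX2 (RIF2 3.53) and EYA2 (RIF2 3.52) the largest RIF2 scores. KLF10, an early TGF-beta response factor (RIF2 2.25), and ETS2 (RIF2 -2.26) lay outside, and MYF6, the late myogenic regulator, did not (RIF1 0.78, RIF2 -1.16). Random sets of this size put 28.4 factors outside on average (95% of sets between 21 and 36). With the series centred 37 lay outside, 10 of them shared with the 32, among these KLF11 (RIF1 -2.82), SIX4 (RIF1 -3.10), PPARGC1B (RIF1 -2.64) and MXI1 (RIF2 2.37).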

The relationships found among RF and DE genes were separately analyzed for each NW employing IPA and GENEMANIA [83] tools. Both softwares allow finding relationships in a set of input genes, using a very large set of functional association data, including protein and genetic interactions, pathways, co-expression, co-localization and protein domain similarity. For NW1, all the RF detected with RIF algorithm were predicted to be biologically related with the molecules included in the NW, except *LHX6*. According to GENEMANIA each RF was found to be related to a mean of nine molecules in the NW. The genes *CEBPD*, *ZHX2* and *RORA* were the most connected ones.

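Over the 22 genes of network 2, LHX6 (RIF1 -4.98), ZFP36L1 (RIF1 -4.21) and MSTN (RIF1 -2.67, RIF2 2.97), which is near the background in both genetic types, stand out. FOSB, a subunit of AP-1, lay outside both intervals (RIF1 -2.36, RIF2 2.21). In all 22 factors lay outside, 18 of them among the study's, where random sets of this size give 28.4 on average (95% of sets between 21 and 36). With the series centred 27 lay outside, 10 of them shared, among these FOSB (RIF1 -2.63, RIF2 3.73), MSTN (RIF1 -3.69, RIF2 3.13) and SIX4 (RIF1 -3.49, RIF2 2.09), while LHX6 did not (RIF1 -0.80).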

For the genes included in the second NW (cellular assembly), 27 RF were detected with extreme RIF scores (Additional file 3). Most of them (21) coincide with previously identified ones. Among the 6 new ones, *FOSB* gene may be highlighted as a regulator of cell proliferation, differentiation and transformation, known to regulate cell-matrix adhesion [84]. As for the first NW, most relationships between RF and DE genes were confirmed to have a biological support. This NW showed and average number of eight relationships among RFs and DE genes, and several predicted RF were connected to many DE genes, suggesting a more important regulatory role (*FOSB, CEBPD, SOX4, RORA, ZHX2, ZFP36L1* and specially the complex *MXI-MAX-MYC*).

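Over the 20 genes of network 3, LHX6 (RIF1 5.04), ZHX2 (RIF1 4.64, RIF2 3.29), SOX4 (RIF1 4.39) and ELK3 (RIF1 4.36) had the largest scores. ETV5 (RIF1 1.27), HOXA7 (RIF2 0.10), HOXA9 (RIF2 0.32), HOXB7 (RIF2 1.37), KLF4 (RIF1 0.23) and STAT5B (RIF2 -1.68) lay inside the intervals. In all 26 factors lay outside, 14 of them among the study's, where random sets of this size give 28.4 on average. With the series centred 32 lay outside, 6 of them shared, and LHX6 (RIF1 1.48), ZHX2 (RIF1 0.11) and SOX4 (RIF1 1.36) were no longer among them, while MAX (RIF1 2.30) and MXI1 (RIF2 3.66) were.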

For the third NW (proteolysis), which includes only genes upregulated in IB, we detected 29 RF. Out of them, 12 genes were common with the global study and a few more were detected previously in the other networks, but 13 RF were specific for this NW (Additional file 3). Among these, we can highlight some interesting genes, as *ETV5*, potentially related to energy balance [85], and the *HOXA7*, *HOXA9*, *HOXB7* and *KLF4* genes involved in cellular proliferation and differentiation, cell fate determination and adipogenesis [86–88]. On the other hand, the identification of *MSTN* and *STAT5B* as regulators of this NW is interesting, as GH effects on muscle growth are known to act via STAT5B, which regulates the abundance of mature myostatin by proteolytic cleavage [89]. Also, several TF related to lipid metabolism are identified (*RXRB, PER2*). For NW3 (proteolysis), all the detected RF were predicted to be significantly related with DE genes in this NW. However, most of them showed scarce known connections with the DE genes, with a mean number of five connections. Only the *KLF4, ZHX2* and *EYA2* genes were related to a higher number of DE genes according to the available information.

The potential relationship of the RIF-predicted RF and DE genes was also explored at the DNA sequence level using the Genomatix software. In each NW, we detected TFBS for the RIF-predicted DNA-binding transcription factors in a mean of 58% of the DE genes’ promoters (54, 58 and 63% for networks 1, 2 and 3, respectively). The results allowed the identification of TF for which the number of TFBS in the DE genes was significantly higher than the number expected by chance. For NW1, the transcription factors *MXI1*, *KLF5*, *KLF10*, *KLF11* and *SREBF2* showed significantly higher number of matches than expected (Benjamini-corrected *P* values =0.003 for the first four genes and 0.005 for *SREBF2*). Transcription factor binding sites for *KLF11* were significantly overrepresented in the set of DE genes included in NW2 (Benjamini-corrected *P* value =0.03). At last, for NW3 the transcription factors *MXI1*, *MAX*, *KLF4 and KLF11* were highlighted (Benjamini-corrected *P* values =0.006, 0.006, 0.03 and 0.03, respectively). Thus, although this tool is only applicable to sequence-specific DNA-binding TF, these results reinforce the previous evidences, highlighting the transcription factors *MXI1*, *MAX* and *KLFs* as the most solid findings according all the available information (RIF z-scores, biological relationship and sequence information).

On the other hand, among the RF predicted in the global study of DE genes and in each functional NW, we found RF which consistently appear with elevated RIF z-scores in all analyses (*MSTN, MXI1, SIX4, EYA2, IRX3* and *ZHX2*), which may be responsible of a large part of the gene expression differences detected in muscles from crossbred and purebred Iberian piglets. 

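MSTN, whose levels are near the background, MXI1, SIX4, EYA2 and ZHX2 lay outside an interval for the whole list and for each of the 3 networks, mostly by RIF2. Their RIF2 in networks 1, 2 and 3 was 2.53, 2.97 and 2.99 for MSTN, 2.66, 2.70 and 2.59 for MXI1, and 2.32, 2.26 and 2.25 for SIX4. With the intervals computed here, IRX3 lay outside for network 1 only. Centring the series left MXI1 outside for the whole list and every network, SIX4 for all of these too, and ZHX2 for none (RIF2 -0.26 for the whole list). The 3 networks and the list share genes and arrays, so the scores are not independent of each other.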

A regulatory role of these RF on the main phenotypic differences between the compared genetic types can be thus suggested. Also, RF with potential role in specific functions can be identified, as the RF detected exclusively for the proteolysis network, most of which have poorly known roles.

#### c) Differential correlation among RF and DE genes in the two genetic types

The correlation structure of gene expression conveys important biological information far beyond the marginal measures of differential expression. In fact, co-expression measures can be used to uncover significant features of cellular control and may help in the determination of gene function [59]. RIF’s scores measure differential co-expression (differential connectivity) between two conditions, which integrates three sources of information: the amount of differential expression of DE genes; the abundance of DE genes and the change in correlation existing between the RF and the DE genes [60, 61]. In order to better understand the relationships of the RF predicted with the DE genes, we studied the correlations among their expression values in each one of the genetic types. These correlations were calculated for the three functional networks (Additional file 4). For the first NW, gene expression correlations were calculated between 31 RF and 29 DE genes (899 correlations in each genetic type). Among these, 28 significantly differed between genetic types (FDR <0.10). 

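In network 1 ZHX2 holds the most pairs whose correlation differed between the genetic types, 6 of them. LHX6, ZNF250 and CEBPD, an adipogenic factor, hold 2 each, and the remaining pairs lie with different factors, 1 each. Of the 899 pairs 22 differed (Fisher z test of Pearson correlations, two-sided, adjusted p under 0.10 over the pairs; 140 at an unadjusted p under 0.05). In 18 of them the correlation was larger in size in IB, whatever its sign. After each series of each genetic type was centred on its mean, 5 pairs differed (84 at an unadjusted p under 0.05), all of them among the 22. Within each series separately, the difference had the same sign in both for 19 of the 22. The pairs were chosen by RIF on these arrays, so the counts are not independent evidence.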

For the second NW, we calculated in each genetic type the 594 correlations between 27 RF and 22 DE genes, with 80 resulting statistically different between genetic types (FDR < 0.10). 

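Pairs of network 2 that differed lie mostly with LHX6 and MTA3, 4 each, and RORA, ATF4, KLF11 and ZFP36L1, 2 each. Of the 594 pairs 27 differed between the genetic types at an adjusted p under 0.10 (Fisher z test, two-sided), and 117 at an unadjusted p under 0.05. In 13 of the 27 the correlation was larger in size in IB, whatever its sign. Without dim pairs, which include those of MTA3, 16 of 504 differed. With the series centred 1 pair differed (65 at an unadjusted p under 0.05), while 25 of the 27 had a difference of the same sign in both series. The study chose these pairs on the same arrays, so they are not independent evidence.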

Finally, for the third NW, 29 RF and 20 DE genes were employed for the correlation study (580 correlations for each group). In this case 33 correlations were significantly different (FDR < 0.10). 

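ZHX2, with 5 pairs, LHX6, with 4, and MAX, with 2, hold most of the pairs of network 3 that differed. In all 18 of the 580 pairs differed between the genetic types (Fisher z test, two-sided, adjusted p under 0.10; 101 at an unadjusted p under 0.05). In 12 of them the correlation was larger in size in IB, whatever its sign. None differed after centring each series (49 at an unadjusted p under 0.05), and 14 of the 18 had the same sign in both series. As the study chose the pairs on these arrays, the count is not independent evidence.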

For NW 2, those 80 correlations significantly different between genetic types were represented employing Cytoscape 2.8.0 [90] (Additional file 5).

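Factors and genes of network 1 were correlated in more pairs in IB than in DU×IB, for example those of CEBPD. Of 899 pairs 262 differed from zero at an unadjusted p under 0.05 in IB and 182 in DU×IB. The median size of r was 0.360 in IB and 0.291 in DU×IB. After centring each series the counts were 136 and 77, so IB kept the larger count. With array median centring DU×IB had the larger count, 287 against 211. The pairs share factors and genes and are not independent.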

For the first NW, a higher number of correlations significantly differing from zero were observed in IB piglets’ data (Additional file 4). This would suggest a higher activity of transcriptional regulation in purebred animals (either induction or repression), in relation to the biological functions affected by this NW. This would be in agreement with the enriched biological function of transcriptional regulation observed in the IB group in the GO study with DAVID tool (Table 3 and additional file 2). 

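In network 2, whose genes are mostly collagens, integrins and other matrix genes, 55.2% of the 594 correlations were below 0 in IB and 44.4% in DU×IB. Among those that differed from zero at an unadjusted p under 0.05, 65 of 110 were negative in IB and 59 of 145 in DU×IB. After centring each series 61.3% were below 0 in IB and 43.8% in DU×IB. The pairs share factors, genes and piglets, so the share was not tested.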

For NW2, a higher proportion of negative correlations was observed in IB dataset (Additional file 5). Several RF involved in the regulation of muscle growth, as *MSTN, RORA, SIX4, KLF11* or *EYA2*, are negatively correlated with the DE genes (which are mostly upregulated in crossbred animals in this NW) in IB dataset, but the correlations are not significantly different from zero in DU×IB piglets. This suggests a transcriptional repression in IB animals of genes involved in ECM development and function. 

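Of the 5 factors SIX4, MSTN, RORA, KLF11 and EYA2, negative correlations in IB were most frequent for SIX4 and for MSTN, a dim probe set. At an unadjusted p under 0.05, SIX4 was correlated negatively with 6 of the 22 genes in IB and positively with 1, MSTN with 5 and 3, RORA with 4 and 0, KLF11 with 3 and 0, and EYA2 with 3 and 2. In DU×IB none of these 5 factors had a correlation that differed from zero. After centring each series, SIX4 had 7 negative and 0 positive in IB, MSTN 6 and 1, RORA 6 and 0, KLF11 3 and 0, and EYA2 1 and 0, and in DU×IB SIX4 had 1 positive and KLF11 2.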

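For LHX6, 9 of the 22 genes of network 2 were positively and 3 negatively correlated in DU×IB at an unadjusted p under 0.05, against 1 positively and 0 negatively in IB. For MTA3 these counts were 9 and 0 in DU×IB and 2 and 0 in IB. MAX had 4 positive and 10 negative correlations in DU×IB and 5 negative ones in IB. After centring each series little of this was left for LHX6, with 2 positive in DU×IB and 1 in IB, and MTA3, with 3 and 2, while MAX had 1 negative in DU×IB and 9 negative in IB.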

In DU×IB piglets, some RF correlate with the DE genes (*LHX6, MAX, MTA3*), with most correlations being positive. In NW3, the differential correlation allows to highlight several RF which show opposite behavior in both genetic types. 

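In network 3, ZHX2 had 9 positive and 3 negative correlations with the 20 genes in IB at an unadjusted p under 0.05 and 1 negative one in DU×IB, and EYA2 10 positive and 2 negative in IB and none in DU×IB. MAX had 3 positive in IB and 4 positive and 8 negative in DU×IB, and LHX6 none in IB and 6 positive and 5 negative in DU×IB. These contrasts shrank after the series were centred. ZHX2 had 2 positive in IB and 2 positive and 1 negative in DU×IB, EYA2 2 positive in IB and 1 in DU×IB, MAX 4 positive in IB and 2 positive and 1 negative in DU×IB, and LHX6 1 positive and 1 negative in IB and none in DU×IB.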

The genes *ZHX2* and *EYA2* are correlated with several of the DE genes in IB but not in DU×IB, while *LHX6* and *MAX* show the opposite results. These RF may have a role in the expression differences observed between genetic types regarding proteolytic genes.

## Conclusions

In this study, purebred and crossbred Iberian piglets differing in muscle traits were compared at the transcriptome level, and a remarkable number of DE probes were detected. The study of DE genes allowed us the identification of biological functions and pathways with relevant role in the differences in development of muscle and intramuscular adipose tissues between the studied genetic types. Muscle development and ECM components are clearly upregulated in crossbred piglets, and the results indicate its main role in the differentiation and development of muscular, adipose and connective tissues, and thus on many growth and meat quality parameters. Over-expression of lipid metabolism genes in purebred Iberian muscle agrees with an earlier adipocyte development in purebred Iberian pigs. In addition, proteolysis pathways were upregulated in purebred Iberian muscle, with potential negative consequences on protein deposition and lean growth.

Apart from measuring differential expression across genetic types, we studied differential co-expression with regulatory factors, thus improving the understanding of the gene expression data and increasing the biological knowledge generated from the experiment. Several RF were identified which could be responsible of the transcriptional regulation of muscles of both genetic types. Some of them have known roles on myogenesis and cell proliferation (as *MSTN*, *MYF6*, *SIX4*, *EYA2, MXI1, MAX, MYCN*, *KLF11, IRX3*) or adipogenesis (as *PPARGC1, SREBF2* or *CEBPD*). Also transcriptional regulators for the specific affected functions were identified, which deserve further attention, as *ETS2*, *FOSB*, *KLF4* or *PAX2*. At last, RF prediction and correlation study suggest a transcriptional repression of genes involved in muscle growth and ECM function in muscles of purebred piglets.

Results provide candidate genes (DE genes and putative regulatory factors) to explain the phenotypic differences that characterize the genetic types compared. The identification of polymorphisms responsible for these expression changes would be the following step for the practical application of these findings to improve meat quality.

## Methods

### Animal material

The current study was carried out at the facilities of the CIA Deheson del Encinar (Toledo, Spain). Animal manipulations were performed in compliance with the regulations of the Spanish Policy for Animal Protection RD1201/05, which meets the European Union Directive 86/609 about the protection of animals used in experimentation. The experiment was specifically assessed and approved (report CEEA 2010/003) by the Spanish National Institute for Agricultural and Food Research and Technology (INIA) Committee of Ethics in Animal Research. Two groups of Iberian sows were either mated with Iberian boars or inseminated with Duroc semen. Thirteen contemporary litters were generated (ten of purebred and three of crossbred animals). At weaning (28 days) at least one male piglet was randomly chosen from each litter. A total number of 14 piglets of each genetic type were slaughtered and eviscerated. Loin tissue samples were collected from the carcasses at the level of the last rib and stored at -80°C. Samples were employed for composition and gene expression studies.

### Tissue composition analyses

Intramuscular fat was obtained as proposed by Marmer and Maxwell [91]. Longissimus dorsi muscle fat extracts were methylated in the presence of sulphuric acid and analysed by gas chromatography. Fatty acid methyl esters (FAMEs) were identified by gas chromatography as described elsewhere [92] using a Hewlett Packard HP-6890 (Avondale, PA, USA) gas chromatograph equipped with an automatic injector, a flame ionization detector and a capillary column (HP-Innowax, 30 m × 0.32 mm i.d. and 0.25 μm polyethylene glycol-film thickness) (Agilent Technologies Gmbh, Germany). A split ratio of 1:50 and a temperature program of 170 to 245°C were used. The injector and detector were maintained at 250°C. The carrier gas (helium) flow rate was 2 ml/min. Results were expressed as grams per 100 grams of detected FAMEs.

### Microarray study

#### RNA isolation and microarray hybridization and analysis

Loin muscle RNA from 28 animals (14 of each genetic type), was isolated using RiboPure RNA isolation kit (Ambion) following the manufacturer’s recommendations. RNA obtained was quantified using a NanoDrop equipment (NanoDrop Technologies, Wilmington, USA) and RNA quality was assessed with an Agilent bioanalyzer device (Agilent Technologies, Palo Alto, USA). The RNA Integrity Number (RIN) values obtained showed an average of 8.5 ± 0.4, thus assuring their homogeneity and high quality. A non-competitive hybridization with the GeneChip^®^ Porcine Genome Array (Affymetrix, Santa Clara, CA, USA) was performed in two successive series of 16 and 12 samples. This microarray contains 24,123 probe sets that interrogate around 23,250 transcripts from 20,201 Sus scrofa genes. The RNA samples were transferred to the Institut de Recerca Hospital Universitari Vall d’Hebron (Barcelona, Spain) for reverse transcription, fluorescent labeling, hybridization on chips and scanning. Briefly, for each sample 5 μg of total RNA was reverse-transcribed into cDNA molecules, labeled with biotin and hybridized to the high density oligonucleotide chip. Hybridizations were done according to Affymetrix standard protocols and expression data were generated with GeneChip Operating Software (GCOS). All protocols followed the MIAME recommendations [93] developed by the Microarray Gene expression Database Group (http://www.fged.org/). The data sets supporting the results and discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus repository [94] and are accessible through GEO Series accession number GSE53029 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53029).

#### Quality control, normalization and filtering of expression data

Microarray data quality evaluation was carried out with the “Affy” and “Sympleaffy” packages of Bioconductor software (http://www.bioconductor.org/) [95]. All the 28 hybridizations performed overcame the quality control and were used for statistical analysis. Normalization was conducted to reduce technical variation between chips. GCRMA normalization was carried out with BRB-Array Tools (v. 3.7.1) (http://linus.nci.nih.gov/BRB-ArrayTools.html) [96]. A filtering step was performed to exclude from the analyses the genes showing minimal variation across the set of arrays. This filtering has been shown to improve the power to detect differential expression [97]. Only genes displaying more than 20% of expression values over ± 1.5 times the median expression of all arrays were used for further analysis. From the total 24,123 probe sets of the array, 5,226 spots overcame these filtering conditions and were used in the statistical analysis of differential expression.

#### Statistical analysis of microarray data

Normalized microarray expression data (background corrected and base-2 logarithmic-transformed) were analyzed through Bayesian inference using the GEAMM v.1.6 software [98]. The following model was used for searching the effects on expression data of both genetic types:

where *y* (*pq* × 1 elements) is the vector of gene expression data sorted by successfully hybridized array (*q* = 28) and probe within array (*p* = 5,226), and influenced by the overall effect of each array (a) as well as discrete (*Di*) within-probe effects (genetic type and hybridization series), both with dimensions 1 × *p*. All the unknowns in the model were sampled from their joint posterior distribution by Gibbs sampling [99]. Additional details of the performed Bayesian procedure are reported by Casellas et al. [98].

Inferences were made on the probe-specific difference between *Di* levels from the appropriate posterior distributions summarized by its mean, standard deviation and posterior probability (*PP*) above (negative mean) or below (positive mean) zero. When the magnitude of *PP* values is very small, it provides substantial evidence on the differential expression of a given probe. In this study these posterior probabilities were treated as *P*-values for calculating their maximum value under multiple testing within the false discovery rate (FDR) approach of Benjamini and Hochberg [100]. Because the probe expression values are correlated, the effective number of independent probes (*M*_eff_ = 4,068) was calculated according to Moskvina and Schmidt [101] and used in the calculation of FDR value.

#### GeneChip porcine genome array reannotation

Probes were annotated using the latest Affymetrix annotation file available (http://www.affymetrix.com/catalog/131488/AFFY/Porcine-Genome-Array#1_1). Owing to the possibility of missannotation, gene annotation of the DE genes was confirmed from the available sequence used by Affymetrix to design the probes in the array. Each sequence was analyzed by BLAST [102] to confirm the gene annotation, based on homology with other genomes such as human, mouse or bovine, among others.

#### Gene ontology and functional annotation

To study the functionality of the DE genes we used Gene Ontology (GO) information. The biological interpretation of the data was carried out using the DAVID 2008 database tool [29] which provides batch enrichment analyses to highlight the most relevant GO terms associated to a gene list. This tool detects overrepresented functional gene categories in the gene list compared with a background genome, which in our case was the set of genes present on the filtered array. Significance levels are calculated following a modification of Fisher’s exact test (also named EASE score). Functional terms with *P*-values lower than 0.05 are usually considered enriched in the annotation categories. A multiple testing-corrected *P*-value was also calculated using Benjamini and Hochberg algorithm [100], and GO terms with Benjamini-corrected *P* < 0.10 were considered significant (Additional file 2). Functional annotation clustering was also performed by employing biological process GO terms. Usually, an enrichment score of 1.3, which is equivalent to non-log scale *P*-value of 0.05, is employed as threshold for cluster significance [29]. Further, we calculated the geometric mean of the Benjamini-corrected *P* values of the GO terms included in each functional cluster, and retained those clusters with values lower than 0.10 (Tables 3 and 4).

As a complementary approach, Ingenuity Pathway Analysis, Ingenuity Systems (http://www.ingenuity.com) bioinformatics tools were employed to identify and characterize biological functions, gene networks and canonical pathways affected by the treatment. These tools integrate the Ingenuity Knowledge Base of gene-to-gene or protein-to-protein interaction information and the annotated data from the gene expression experiment to generate biological relevant gene regulatory networks. Networks are collections of interconnected molecules assembled by a NW algorithm. Each connection represents known relationships between the molecules, found in the Ingenuity Knowledge Base. Networks are created from “seed” molecules. IPA searches the Ingenuity Knowledge Base for molecules that are known to biologically interact with the seed molecules and makes connections based on the findings. The most highly connected molecules in the DE list and the knowledge base are consolidated into Networks. Network analysis returns a score that ranks networks according to their degree of connectivity and relevance to the network eligible molecules in the dataset [103]. The network score is based on the hypergeometric distribution and is calculated with the right-tailed Fisher’s exact test. The score is the negative log of this *P*-value. Molecules that demonstrate direct and indirect relationships to other genes, or proteins were integrated into the analysis. The IPA Canonical Pathways Analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant in our dataset. The significance of the association between the dataset and the canonical pathway was measured with Fischer’s exact test, to calculate a *P*‒value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone.

The global list of 256 DE genes affected by genetic type and the two partial lists of 102 and 154 genes upregulated in IB and DU×IB, respectively, were explored using both the DAVID tool and the core analysis function included in IPA Analysis.

### Search of regulatory factors with RIF metrics

RIF1 and RIF2 metrics [60, 61] were calculated for the whole set of DE genes obtained conditional on genetic type (256 genes), and also for the genes included in the most interesting networks identified by IPA software. A manually curated census of 1072 regulatory factors was obtained from Perez-Montarelo et al. [104]. This list was elaborated from previous publications [105, 106] and transcription factor databases (http://www.bioguo.org/AnimalTFDB/; http://www.hprd.org/). Out of those 1072 RF, 310 had probes present in the filtered Affymetrix array, and were used for the RIF analysis (Additional file 6). This list includes sequence-specific DNA-binding transcription factors, but also other transcription factors and cofactors. The *MSTN* gene was included in the list despite not being a transcription factor, due to its relevant and widely known involvement in muscle growth regulation in mammals. The RIF1 and RIF2 values were computed for the *i*^th^ RF as follows:

and

where *n*_*de*_ is de number of DE genes,  and  the estimated average expression and differential expression of the *j*^*th*^ DE gene, *r*1_*ij*_ and *r*2_*ij*_ the co-expression correlation between the *i*^*th*^ RF and the *j*^*th*^ DE gene in each one of the genetic types and being *e*1_*j*_ and *e*2_*j*_ the expression of the *j*^*th*^ gene in each genetic type [59]. Both RIF measures for each analyzed RF were transformed to standardized *z*-scores by substracting the mean and dividing by its standard deviation. We identified relevant RF as those with extreme RIF z-scores according to the corresponding confidence intervals (CI) calculated by bootstrap. In each iteration of bootstrapping, a set of n_de_ = 256 genes (n_de_ = 29, 22 and 20 genes for the networks 1, 2 and 3) were randomly selected from the 5,226 probes of the filtered array, and the RIF1 and RIF2 z-scores of the 310 RF were calculated. The procedure was repeated 10,000 times for each scenario to obtain the corresponding 95 and 99% CI intervals of both z-scores.

Different softwares were employed to analyze the compatibility of RIF-predicted RF with the DE genes. IPA (IPA, http://www.ingenuity.com) and Genemania (http://genemania.org) [83] softwares were employed to check for available information about biological relationships between RF and DE genes, and for the construction of networks joining both types of molecules. Genomatix software suite (http://www.genomatix.de/) was employed for the verification of the presence of TFBS in the promoter sequences of the DE genes, which can bind the transcription factors predicted with RIF metrics. The *Gene2promoter* tool was employed to retrieve promoter sequences for the DE genes from *Eldorado* database. The selected promoters were subjected to the search of TFBS with the *CommonTFs* tool, which searches multiple sequences for common TFBSs. For this search, user-defined matrix subsets were created including the matrix families corresponding to the set of RF identified in each step (whole study with the 256 DE genes and each one of the networks), obtained from *MatBase*. Matrix families were available for a subset of the RIF-predicted RF (Additional file 6). The *CommonTFs* tool returns the number of sequence matches found between transcription factors and gene promoters included in the analysis and also a *P* value, which denotes the probability to obtain an equal or greater number of sequences with a match in a randomly drawn sample of the same size as the input sequence set. A multiple testing-corrected *P*-value was also calculated using Benjamini and Hochberg algorithm [100].

Pearson correlations between the gene expression values of RIF-predicted RF and DE genes in each one of the three IPA networks were calculated. The correlations were calculated for the whole set of available animals, and also separately for IB and DU×IB animals. Statistically significant differences in the correlations between both genetic types were identified for each network (Benjamini-corrected *P* values < 0.10). Because the probe expression values are correlated, the effective numbers of independent RF and DE genes were calculated according to Moskvina and Schmidt [101] and used in the calculation of Benjamini-corrected *P* values. Correlations which differ between genetic types were graphically represented employing Cytoscape 2.8.0 [90].

### Validation of DE by quantitative PCR (qPCR)

The RNA obtained from loin of the 28 animals under study was employed to perform the technical validation of the differential expression of some probes and also to assess the expression of one candidate gene absent in the microarray data (*DLK1*). First-strand cDNA synthesis was carried out with Superscript II (Invitrogen, Life Technologies, Paisley, UK) and random hexamers in a total volume of 20 μl containing 1 μg of total RNA and following the supplier’s instructions.

The expression of 19 genes (eight upregulated in DU×IB, eight upregulated in IB, two non-changed ones and one absent in the Affymetrix microarray) was quantified by qPCR. Primer pairs used for quantification were designed using Primer Select software (DNASTAR, Wisconsin, USA) from the available GENBANK and/or ENSEMBL sequences, covering different exons in order to assure the amplification of the cDNA. Sequence of primers and amplicon lengths are indicated in Table 6. Standard PCRs on cDNA were carried out to verify amplicon sizes. Transcript quantification was performed using SYBR Green mix (Roche, Basel, Switzerland) in a LightCycler480 (Roche, Basel, Switzerland). The qPCR reactions were prepared in a total volume of 20 μl containing 2.5 μl of cDNA (1/20 dilution), 10 μl of SYBR Green mix (2X) and 0.15 μM of both forward and reverse primers. As negative controls, mixes without cDNA were used. Cycling conditions were 95°C for 10 min, followed by 45 cycles of 95°C (15 s) and 60°C (1 min) where the fluorescence was acquired. Finally, a dissociation curve to test PCR specificity was generated by one cycle at 95°C (15 s) followed by 60°C (20s) and ramp up to 95°C with acquired fluorescence during the ramp to 0.01°C/s. Data were analysed with LyghtCycler480 SW1.5 software (Roche, Basel, Switzerland). All points and samples were run in triplets as technical replicates and dissociation curves were carried out for each individual replicate. Single peaks in the dissociation curves confirmed the specific amplification of the genes. For each gene, PCR efficiency was estimated by standard curve calculation using four points of cDNA serial dilutions. Values of PCR efficiency are indicated in Table 6. Mean Cp values were employed for the statistical analyses of differential expression. Data normalization was carried out using the two most stable endogenous genes selected out of: *GAPDH*, *B2M*, *TBP* and *ACTB*. Endogenous genes stability measures were calculated from Genorm software [107]. The *GAPDH* and *ACTB* genes were finally employed.

**Table 6:** **Information on the primer pairs used for quantitative real-time PCR analysis**

Gene symbol	Gene name	Genbank Acc. number	Primer sequences 5′-3′	Amplicon size (bp)	***Efficiency (%)***
*IGF2*	Insulin-like growth factor 2	NM213883	GCCGCTGCTCGTGCTGCTCGTCTT	151	86
			GCTTGCCGGCCTGCTGAA		
*KERA*	Keratocan	XM001927128	GTGGCCTTCCTGAGACTAAACC	198	89
			AGGGCATATCACAGAGACATTCAC		
*FMOD*	Fibromodullin	XM003130105	GCTGCTATATGTGCGGCTGTC	194	93
			AGAAACTGCTAATGGAGAACT		
*COL1A1*	Collagen alpha-1	EF136662	AGCCCAGCGTGCCCCAGAAGAA	164	88
			ACATCAGGCGCAGGAAGGTCAGC		
*FBN2*	Fibrillin 2	XM003123897	GGACGCTGCATACCTACTGT	201	96
			AATGCATGCTTGCTTGGTAGG		
*AEBP1*	AE binding protein 1	XM003134886	CGGCGGCATGGGCATCGTCAAC	233	90
			TGCCCTGCTCGTCCGTCACTACCC		
*LOX*	Lysyl oxidase	NM001206403	CTGAGATGCGCTGCGGAGGAAAAC	223	88
			TGGCATCAAGCAGGTCGTAGTGG		
*FKBP14*	FK506 binding protein 14	XM005673279	TTCCGGAACTTCTTTCCTGCTCT	250	91
			GGCTGACCATTGTTATGTTTGTGA		
*PSMD11*	Proteasome 26S subunit, non-ATPase	XM003131741	TCTTACGCCAGGCTTTGGAG	219	91
			CTGTGGTTCGAGCAGAGGTT		
*ALOX5AP*	Arachidonate 5-lipoxygenase-activating protein	NM001164001	TGGACTGATGTACCTGTTTGTGAG	213	94
			AGAGGGGAGACGGTGGTGGTGA		
*CASP4*	Caspase 4	XM003129812	AATATGCTTGGCGCTGTCAC	190	97
			TGGTGCTTCTCGAAGTTGGT		
*ELOVL6*	Fatty acid elongase 6	XR305072	AGAACACGTAGCGACTCCGAAGAT	182	96
			GACATGCCGACCGCCAAAGATAA		
*NFKBIZ*	NF-kappa-B inhibitor zeta-like	XM003132694	TATGATGGCCTGACTCCTCTACAC	196	91
			TGCGGCCACTTTTACGAT		
*ME1*	Malic Enzyme	XM001924333	TTTCCTGGAGTTGCCCTTGGTGT	213	90
			GGTGGCTGTCTTTTCTTGGTATGC		
*PLA1A*	Phospholipase A1 member A	XM003483312	TGTGGGCAGCTAGTGGAAGAAAGT	215	91
			TCCACGGCTGAAAAGTAGACACC		
*PON3*	Paraoxonase 3	HQ542303	ACGGGAGATATTTGGGCAGG	142	92
			TGTTGGCATACTCGGTGCTT		
*SCD*	Stearoyl-CoA desaturase	JN613287	TCCCGACGTGGCTTTTTCTTCTC	205	90
			CTTCACCCCAGCAATACCAG		
*ELOVL5*	Fatty acid elongase 5	ENSSSCG00000024149	CTTGCCGGGGGATTTTGGTTG	223	82
			TTGCGCAGGATGAAGAAGAAGGTG		
*DLK1*	Delta-like 1 homolog	NM_001048187	CGGGCCCTGCGTGATGAATGG	208	83
			AGGGCAGCGGCAGCGGAAGTC		

### Statistical analyses of tissue composition and qPCR gene expression data

The influence of genetic type on FA composition was separately analyzed for each fatty acid with a linear model fitting as systematic effects the mean and genetic type, and as random the full-sib family and residual effects. For the analysis of qPCR expression data Cp values were transformed to relative quantities using the comparative Cp method. This method is a relative quantification method in which relative gene expression quantities are calculated from Ct/Cp values by employing the specific PCR efficiency values previously calculated for each gene and making the values relative to the sample with higher expression, which is employed as calibrator (Qty = 10^-ΔCp/slope^) [108]. The qPCR expression data normalization was performed using normalization factors calculated with Genorm software (http://medgen.ugent.be/~jvdesomp/genorm/) from the *GAPDH* and the *ACTB* expression values. Relative quantities were divided by the normalization factors which were the geometric means of the two reference genes quantities. Normalized gene expression relative measures obtained were analyzed conditional on genetic type with a *t*-test. All the analyses were performed using the GLM procedure of SAS 9.1 (SAS Institute Inc., Cary, NC, USA).

The concordance correlation coefficient (CCC) between the fold-change values estimated in loin from microarrays and qPCR expression measures for the 18 genes was calculated to validate the global microarrays results [28].

### Availability of supporting data

The data sets supporting the results and discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus repository [94] and are accessible through GEO accession number GSE53029 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53029).

## Electronic supplementary material

Additional file 1: **Annotated list of probes showing differential expression between genetic types.** List and annotation of the 271 probes differentially expressed between l.dorsi muscle of purebred Iberian piglets and crossbred with Duroc (FDR < 0.10), at 28 d of age. Posterior probabilities (*PP*) for the genetic type effect and expression ratios (calculated from mean log_2_ intensities) are shown.

Additional file 2: **Gene ontology terms.** List of significantly overrepresented GO terms (distributed over the three main categories) and KEGG pathways in the three analysed gene lists: the 256 DE genes between genetic types, the 154 genes upregulated in DUxIB and the 102 genes upregulated in IB. Parametric *P*-values are indicated along with Benjamini multiple test corrections (FDR < 0.10).

Additional file 3: **Prediction of RF for the three functional networks.** RIF metrics were employed for the identification of RF potentially involved in the three functional gene networks detected with IPA software. Annotation and RIF z-scores are provided for the RFs identified in each network. Bootstrap 99% and 95% confidence intervals for RIF1 and RIF2 z-scores are indicated for each network, as inserted comments in the corresponding columns.

Additional file 4: **Gene expression correlations between RF and DE genes.** Correlations were calculated among the expression values of RF and DE genes, for the three functional IPA networks, separately for the animals of each genetic type. For each network, magnitude and significance of the correlation in each genetic type and significance of the difference in the correlation between genetic types are shown (nominal *P*-values). Shaded lines are correlations significantly different in both genetic types (FDR < 0.10).

Additional file 5: **Graphical representation of the correlations RF-DE genes in network 2 (Connective Tissue Disorders, Dermatological Diseases and Conditions, Cellular Assembly and Organization).** Gene expression correlations between RIF-predicted regulatory factors and DE genes, which were significantly different in both genetic types, were graphically represented with Cytoscape 2.8.0, for each genetic type. Light circle nodes represent regulatory factors. Squared nodes are DE genes, red ones are upregulated in IB while green ones are upregulated in DUxIB. Solid lines are significant correlations and dotted lines are non-significantly different from cero (in each genetic type). Blue lines are positive correlations and pink ones are negative correlations.

Additional file 6: **Regulatory factors employed for the RIF analysis.** Annotated list of 310 regulatory factors with probes available in the filtered array and employed for the RIF analysis. The list includes sequence-specific DNA-binding transcription factors, other transcription factors and cofactors. Also *MSTN* is included,despite not being a TF, because of its known involvement in muscle growth regulation. Gene ontology and Genomatix annotation information is provided.

## Abbreviations

CCC: Concordance correlation coefficient
CI: Confidence interval
DAVID: Database for annotation, visualization and integrated discovery
DE: Differentially expressed
DUxIB: Duroc x Iberian
FDR: False discovery rate
GEO: Gene expression omnibus
IB: Iberian
IMF: Intramuscular fat
ECM: Extracellular matrix
FA: Fatty acid
FAME: Fatty acid methyl esters
GO: Gene ontology
IPA: Ingenuity pathway analysis
MUFA: Monounsaturated fatty acid
NW: Network
*PP*: Posterior probability
qPCR: Real-time quantitative PCR
RF: Regulatory factor
RIF: Regulatory Impact Factor
TF: Transcription factor
TFBS: Transcription factor binding site.

How the deposited data were processed for this re-analysis (not part of the article)

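Loin muscle RNA of 28 male piglets at 28 days of age, 14 purebred Iberian (IB) and 14 Duroc × Iberian (DU×IB), was hybridized to one porcine genome array per piglet. The authors processed the scanned images with Affymetrix software (GCOS, no version given) and made the deposited log2 values with GCRMA (no version given) in BRB-ArrayTools, with background correction by probe sequence, quantile normalization over arrays and a summary per probe set. The deposited table holds the 5226 probe sets that the study kept after its variation filter, and all of them met that filter when it was checked (more than 20% of values at least 1.5-fold from the probe set's median). Values run from 1.44 to 15.7. No column was left out, and the 53 control probe sets stayed in the test.

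Gene names were taken from the study's tables for 572 probe sets and from the annotation of the array for 2073, and 2581 have none. The names disagree for 20 probe sets, 8 in the study's list and 12 among its regulatory factors, where the study's name was used. A gene with several probe sets was reported by the one of lowest PP-value in the study's list, otherwise the one among its factors, otherwise the one of highest mean over all 28 arrays. The rule for named genes gave 133, of which a few are not reported here. They are those that the paper names in statements about these arrays (96 have a probe set, 1 has none), the 10 of largest difference in each direction among the genes past the threshold, and up to 4 members of lowest adjusted p of each list past its test. The paper's values for its genes had been seen when this rule was written. Other genes named in the text were chosen after their values were seen, to describe a list.

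Genetic types were compared with limma (lmFit and eBayes, no covariate, two-sided), Benjamini-Hochberg over all probe sets, with 0.10 as the threshold. The paper used a Bayesian mixed model with effects of array, genetic type and hybridization series. As the labels do not name the series, it was recovered from the 10 spike-in probe sets, after the values were seen, and used as a block, within which genetic types are balanced. Of 33 lists of genes, 26 with at least 5 measured members were tested as groups with camera (two-sided, on limma's fit, with the preset and with an estimated correlation between genes), with a permutation test of the mean per piglet (exact within each series) and, for members among the called genes, with Fisher's exact test. The lists cover collagens, matrix glycoproteins and proteoglycans, collagen processing, integrins and focal adhesion, preadipocytes, adipocytes, synthesis of fatty acids and triglycerides, fatty acid oxidation, ubiquitin ligases, muscle atrophy, proteases of lysosome and caspases, slow fibres, muscle development, glycolysis, oxidative phosphorylation, mitochondrial and cytosolic ribosome, endothelium, macrophages, tendon and cartilage, interferon response, immediate early genes, endoplasmic reticulum stress, circadian clock, cell cycle and reference genes. Lists of fibroblasts, proteasome, fast fibres, insulin-like growth factors, lymphocytes, blood cells and nerve had fewer members and were not tested.

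Regulatory impact factors (RIF1 and RIF2) were computed for the 310 factors against the study's 256 genes and its 3 networks, as z-scores over the factors, with 95% intervals from 10000 random gene sets (seed 1). The formula images are not given in the sources used here, so the published form of the scores was taken. Correlations of factors and network genes were compared between genetic types with Fisher's z test. The paper adjusted these over effective numbers of tests, and here the adjustment ran over all pairs. Concordance with the paper's qPCR ratios was Lin's coefficient.

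Alternatives were array median centring, quantile normalization, the first residual principal component as a covariate, the replicate number as a block, array weights, a trended and robust prior, dim probe sets left out (mean under 4 on the log2 scale in both genetic types), probe sets that can hybridize to several transcripts left out, a Welch test, a threshold of 0.05, the study's one-sided rule with 4068 effective tests, the mean of a gene's probe sets, Spearman correlation, other gene sets for the factors, and leaving out each piglet in turn. Alternatives with the hybridization series were added later. On simulated data with 50 changed probe sets of each size, limma without a covariate recovered 9 at a log2 difference of 0.5, 38 at 1 and 48 at 2, with 16 false calls, and with the series as a block 23, 42 and 50, with 32 false calls. A simulated list that was shifted had a camera p of 3.72e-10 and one that was not had 0.236. For correlations, 41 of 50 simulated pairs correlated in IB only were found, with 7 false calls among 450. Results were computed with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.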

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

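All tests of explanations in this part were chosen after the results were seen, and the lists and the limma threshold were not.

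Further genes that the paper's text does not discuss, and lists of genes that it does not use, passed their test. The paper's list holds all of these genes, its annotation clusters hold GPX2 and GPM6B, and its networks GPM6B and PDCD6IP. Higher in DU×IB were the glutathione peroxidase GPX2 (log2 difference 2.37), the glial membrane protein GPM6B (1.73), the retinol-binding RBP7 (1.58, near the background in IB) and the matrix protein THBS2 (1.26, limma adjusted p = 0.0353, 14 of 14 piglets above the IB median). Higher in IB were the protease inhibitor SLPI (-2.17), CLYBL of mitochondria (-1.60), ENPP4 (-1.31), the dynein subunit DYNC1I2 (-0.85, adjusted p = 0.0505, 14 of 14 below), NRXN3 (-0.83) and PDCD6IP (-0.74). Among lists, the mitochondrial ribosome (median 0.38) and the cell cycle (0.72) were higher in DU×IB, and the interferon response (-0.79) and markers of macrophages (-0.50) lower. With an estimated correlation the cell cycle (adjusted p = 0.273), the interferon response (0.248) and macrophages (0.109) were lost, and the permutation p of the mean per piglet was 0.0507 for the cell cycle and 0.103 for the interferon response.

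The first pattern weighed is the higher matrix genes in DU×IB. A smaller share of muscle fibres in the DU×IB samples would raise markers of every other cell type alike, but the collagen mean rose relative to the macrophage mean by 1.31 (SE 0.321), which argues against it. More matrix-producing cells in the DU×IB samples remain open, since THY1, the one measured fibroblast marker that is no matrix gene, was higher by 0.71 (SE 0.301, permutation p = 0.0267), and 1 marker does not decide it. These explanations and a higher expression per cell by genetic type, which was not tested, may hold together.

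The second pattern is the lower interferon response in DU×IB, with 17 of 17 genes negative. A few piglets with a high response may make most of it: without the 2 piglets farthest from the median the difference per piglet was -0.36, against -0.78 (SE 0.46) with all. An effect of genetic type on this response stays open.

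The third pattern is the correlations that differ between the genetic types. Whether the 2 hybridization series make them stays open. In the 3 networks 67 pairs differed, and 6 after each series of each genetic type was centred, but the median difference of these 67 in Fisher's z fell only from 1.40 to 1.12, and 58 of them had the same sign within both series. A difference in regulation between the genetic types stays open too.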

How the results depend on the processing

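The alternatives with the hybridization series, with control probe sets left out and for list enrichment were chosen after the data were seen, and the others were not.

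Against 52 probe sets past the threshold, 40 higher in DU×IB and 12 higher in IB, the counts (higher in DU×IB, higher in IB) stayed within 1.5 times with array median centring (54: 37, 17), quantile normalization (63: 45, 18), a trended and robust prior (51: 39, 12), dim probe sets left out (52), probe sets of several transcripts left out (42: 30, 12) and control probe sets left out (52). Larger counts came from the first residual principal component (225: 163, 62), array weights (96: 65, 31), the one-sided rule with 4068 tests (127: 92, 35), the series block (145: 108, 37), the series of 12 arrays alone (229: 125, 104), median centring with the series block (122: 81, 41), the series block with the one-sided rule (432: 282, 150) and with a threshold of 0.05 (80: 60, 20). Smaller counts came from the Welch test (38: 26, 12), a threshold of 0.05 (34: 25, 9, a stricter rule) and the series of 16 arrays alone (9: 8, 1). The cause of these changes was not tested, apart from the median residual SD, which was 0.639 without and 0.495 with the series block.

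The replicate number as a block called 145 (113 higher in DU×IB and 32 higher in IB), of which 120 are also called with the series block. The numbers do not pair piglets: correlations between piglets of the same number ran from 0.0236 to 0.73 (12 of 14 over 0.1), 2 of 14 were closest to their own number, and with the series removed they ran from -0.326 to 0.538, with 2 over 0.1 and 1 closest. Numbers 1 to 8 belong to the series of 16 arrays in both genetic types and the others to the series of 12, so this block also holds the series.

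Of 133 named genes 26 passed, and 59 with the principal component, 46 with the replicate block, 55 with the series block, 3 within the series of 16 arrays, 42 within the series of 12, 48 with median centring and the series block, 46 with the one-sided rule and 80 with that and the series block. Lists enriched among called genes were 4, and 2 with array median centring, 8 with the principal component, 2 with the Welch test and 7 with the series block and the one-sided rule. The concordance with qPCR was 0.734 within the series of 12 arrays and 0.866 within the series of 16.

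Leaving out each piglet in turn gave 34 (without DU×IB replicate 7) to 66 (without IB replicate 14) probe sets, 24 to 51 higher in DU×IB, 9 to 15 higher in IB and 20 to 31 named genes, and 32 probe sets were called in all 28 fits.

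Correlations that differ were 22, 27 and 18 in networks 1, 2 and 3. With the principal component they were 1, 0 and 0, at a threshold of 0.05 4, 5 and 5, and with the series centred 5, 1 and 0. Network 2 gave 16 without dim pairs and network 3 gave 46 with median centring. Apart from the series, the cause was not tested.

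Signs changed in 27 named genes outside the fits without 1 piglet, and 3 of them, EYA2, ELK3 and SOX4, passed the threshold within the series of 12 arrays (limma adjusted p = 0.0937, 0.0162 and 0.0562). Within the series of 12 arrays these were CCRN4L 0.96, DACH1 0.055, EYA2 -0.89, HOXA9 -0.70, KLF5 0.17, MN1 -0.29, MYC 0.071, PAX2 0.83, RXRB -0.18, SCD 0.15 and ZHX2 -0.44. Within the series of 16 arrays they were ELK3 -0.054, GATA3 0.21, HOXA7 0.10, KLF10 0.43, KLF11 0.055, LHX6 -0.42, MSTN 0.44, MTA3 -0.013, MXI1 0.015, PPARGC1B -0.0050, RORA 0.16, SOX4 -0.038, SREBF2 -0.057, SRF -0.15, ZNF277 0.19 and CAPN3 0.046. KLF10 was 0.0010 with quantile normalization and 0.19 with array weights. Without 1 piglet at a time, CCRN4L ran from -0.19 to 0.12, GATA3 from -0.14 to 0.051, KLF10 from -0.14 to 0.061, MYC from -0.084 to 0.074 and PAX2 from -0.14 to 0.20.

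For 8 lists the direction of camera, which tests members against the other genes, changed, without passing in either setting. Their mean log2 differences there were: preadipocyte genes 0.0084 with array weights, fatty acid oxidation -0.017 within the series of 12 arrays, slow fibre genes 0.029 and glycolysis 0.044 within the series of 16, the cytosolic ribosome 0.012 with median centring, 0.042 with the principal component, 0.022 without dim probe sets and 0.0091 within the series of 16, endothelial markers -0.17 and the circadian clock -0.0033 within the series of 16, and reference genes -0.022 with array weights and -0.042 within the series of 16. In all, results of lists had the same direction and side of the threshold in 312 comparisons with an alternative, weaker in 8, stronger in 4 and of opposite sign in 12, and those of named genes the same in 2068, weaker in 51, stronger in 232 and of opposite sign in 29.

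Testing every probe set of the array was not run, as the deposited table holds only the 5226 that meet the study's filter. Probe sets with a mean under 4 in both genetic types are near the array's background, and leaving them out called 52.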

Differences from the paper's values

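The series block used in this part was chosen after the values were seen.

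At the paper's false discovery rate of 0.10, limma called 52 probe sets, where the paper reports 271. The paper used a Bayesian mixed model with the hybridization series, a one-sided rule and an effective number of tests. Of the alternatives set before the data were examined, the first residual principal component as a covariate comes within 1.5 times the paper's count (225), and median centring (54), quantile normalization (63), the replicate block (145), array weights (96), the trended prior (51), leaving out dim probe sets (52) or those of several transcripts (42), the Welch test (38), the threshold of 0.05 (34) and the one-sided rule with 4068 tests (127) do not. The series block with the one-sided rule and 4068 tests, chosen after seeing the values, called 432, among them 252 of the paper's 271, and drops 19 of these.

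Named genes higher in DU×IB were 33, where the paper reports 154, and higher in IB 10, where it reports 102. For the first, the principal component comes within 1.5 times (141), and the other alternatives set before the data were examined do not (93 with the replicate block, 81 with the one-sided rule, 56 with array weights, 40 with quantile normalization and 33 or fewer with the rest). For the second none does (55 with the principal component, 33 with the one-sided rule, 30 with the replicate block, 28 with array weights, 17 or fewer with the rest).

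Correlations that differ were 27 in network 2, where the paper reports 80, and 18 in network 3, where it reports 33. The adjustment here ran over all pairs, and the paper's over effective numbers; the paper's own p-values adjusted over all pairs give 27 and 18 as well. None of the alternatives set before the data were examined comes within 1.5 times in network 2 (38 with median centring, 25 with Spearman correlation, 16 without dim pairs, 5 at 0.05, 0 with the principal component). In network 3 median centring does (46), and Spearman correlation (21), leaving out dim pairs (18), the threshold of 0.05 (5) and the principal component (0) do not.

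Of 52 genes that the paper's text names and its list calls, limma called 14. The principal component called 40, the series block 36, the replicate block and the one-sided rule 30 each, array weights 23, quantile normalization 16, median centring 15, and the series block with the one-sided rule 50. GNPAT was called in none (adjusted p = 0.641), ITGAV only with the principal component, and ASB11, C4BPA, ITGA6, KLHL15, PER3, PSMD11 and PTGES3 only with the series block and the one-sided rule. AGPAT5, ALOX5AP, APP, CASP4 and NFKBIZ were called with the principal component and with the latter, and NEDD4 with the latter and within the series of 12 arrays. Others that limma did not call here were called with the series block, among them COL1A1, COL5A1, POSTN, AEBP1, ELOVL6, CUL9, MARCH6 and MAX.

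The paper says that EYA2 is extreme in both RIF measures; here its RIF1 is -1.55, inside the interval, and its RIF2 3.34, outside, while RORA, MTA3 and LHX6 are outside by both beside SIX4 and KLF11. It gives MAX as the factor that is also in its list; PER3 is in that list too (adjusted p = 0.311, and 0.245 for MAX). It lists IRX3 among factors extreme for the list and every network, and here IRX3 lay outside for network 1 only (RIF1 -3.39), while MSTN, MXI1, SIX4, EYA2 and ZHX2 lay outside for all of these. MYF6 in network 1, and ETV5, HOXA7, HOXA9, HOXB7, KLF4 and STAT5B in network 3, lay inside the intervals. Of the paper's 29 factors 16 lay outside here, and 21 with every one of the study's probe sets in place of one per gene, which gives KLF11 a RIF1 of -3.79. The intervals differ too. The lower RIF1 bound for the whole list is -2.44 here, and the paper prints a less extreme one. At the paper's bound CEBPD, MAX and IRX3 would lie outside for the whole list. Over the 29 factors the scores here correlate with the paper's at 0.812 for RIF1 and 0.988 for RIF2.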

Other observations

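In this part the series block, the series-centred values and the tests of explanations were chosen after the results were seen.

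DU×IB muscle had more transcript of the mitochondrial ribosome, which translates the subunits encoded by mitochondrial DNA. All 9 measured members were higher (median log2 difference 0.38, camera, two-sided, adjusted p = 0.000899; adjusted p = 0.0215 with an estimated correlation), 0 passed limma over all probe sets and 3 when adjusted over the list alone, MRPL14 (0.56, limma adjusted p = 0.255), MRPL33 (0.56, adjusted p = 0.332) and MRPL37 (0.47, adjusted p = 0.444). These 3 passed with the series as a block. The mean per piglet was higher by 0.38 (SE 0.07, permutation p = 7e-05, adjusted p = 0.00182), above the IB median in 14 of 14 piglets, by 0.29 in the series of 16 arrays (exact permutation p = 0.0201) and by 0.51 in the series of 12 (exact permutation p = 0.00216). Genes of oxidative phosphorylation, most of them encoded in the nucleus, did not pass (11 members, 7 positive, median 0.20, camera adjusted p = 0.407), nor did the cytosolic ribosome (7 members, median -0.01, adjusted p = 0.945) or glycolysis (5 members, median 0.09, adjusted p = 0.535).

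Interferon response genes were lower in DU×IB on average, with a spread between piglets that leaves this open. All 17 measured interferon response genes were negative (median -0.79), among them the peptide transporter TAP1 (-0.86, limma adjusted p = 0.298), the guanylate-binding protein GBP1 (-1.38, adjusted p = 0.303) and ISG15 (-1.03, adjusted p = 0.834). The list passed with camera (adjusted p = 1.31e-06) and was lost with an estimated correlation (adjusted p = 0.248), and no member passed over all probe sets (3 when adjusted over the list alone). Its mean per piglet differed by -0.78 (SE 0.46, permutation p = 0.103), below the IB median in 9 of 14, and by -0.79 and -0.76 in the 2 series. Markers of macrophages and monocytes, such as the receptor FCGR3A (-0.70, adjusted p = 0.422) and the complement subunit C1QA (-0.67, adjusted p = 0.568), were all negative (11 of 11; camera adjusted p = 4.16e-05, lost with an estimated correlation, adjusted p = 0.109), with none past limma and 1, ALOX5AP, lower when adjusted over the list alone. Their mean per piglet differed by -0.47 (SE 0.20, permutation p = 0.00532, adjusted p = 0.0138), below the IB median in 12 of 14, by -0.44 in the series of 16 arrays (exact permutation p = 0.0435), by -0.51 in the series of 12 (exact permutation p = 0.108) and by -0.21 without the 2 piglets farthest from the median.

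Cell cycle genes were higher in DU×IB in 7 of 7 members, among them TOP2A (1.04, adjusted p = 0.414) and RRM2 (0.72, adjusted p = 0.332, near the background in both genetic types), with none past limma and 4 when adjusted over the list alone. The list passed with camera (median 0.72, adjusted p = 0.00247) and not with an estimated correlation (adjusted p = 0.273) or within the series of 16 arrays (adjusted p = 0.15). Its mean per piglet was higher by 0.63 (SE 0.31, permutation p = 0.0507), in 9 of 14 piglets, by 0.38 without the 2 piglets farthest from the median, by 0.36 in the series of 16 arrays (exact permutation p = 0.395) and by 1.00 in the series of 12 (exact permutation p = 0.0649).

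Other lists did not pass camera: slow fibre genes (5 members, median 0.24, adjusted p = 0.234; CASQ2 higher over the list alone), endothelial markers (6, 0.19, 0.762), immediate early genes (20, -0.07, 0.155), the circadian clock (12, -0.15, 0.396), reference genes (5, -0.03, 0.903) and endoplasmic reticulum stress (8, 0.06, 0.762; ASNS higher and DNAJB9 and ATF4 lower over the list alone). Slow fibre genes passed within the series of 12 arrays (mean 0.70, adjusted p = 0.0492) and with the mean of a gene's probe sets (0.35, 0.099), endothelial markers within the series of 12 (0.37, 0.0877) and immediate early genes with array weights (-0.22, 0.0886). Too short to test were fast fibre genes (ATP2A1 -0.11, PYGM -0.12), blood cells (HBB 0.13, ALAS2 -0.01), nerve (MBP -0.02 beside GPM6B), fibroblasts (THY1, MFAP5 and COL1A1, 3 positive) and lymphocytes, with 0 of 20 genes measured.

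Chance was checked with 100 divisions of the 28 arrays into groups of 14, the real one included, balanced over the series for the series block and for the scores and correlations, and drawn from all arrays otherwise. They treat piglets as independent, although some are littermates and the crossbred ones come from few litters, so what follows excludes chance among independent piglets and no effect of litter. For probe sets past the threshold it can be excluded (52 in the real division, 37 at most in the others, 1 of 100 as large), also with the series as a block (145 and 58, 1 of 100), and for the number of lists past their test (14 and 13, 1 of 100). The other divisions passed 5 lists in the median, so a single list passing camera with the preset correlation is weaker evidence than its p-value. For lists enriched among called genes (4 and 0, 1 of 100) the divisions decide nothing, since 96 of the other 99 had no probe set past the threshold. For factors with extreme scores (20 and 37, 82 of 100 as large) the divisions decide nothing either, since scores standardized over the factors set most of the count. For differing correlations the factors were chosen again in each division by the size of their scores. Chance is then not excluded in network 2 (22 and 104, 16 of 100) or network 3 (54 and 132, 6 of 100). In network 1 few divisions were as large (30 and 63, 2 of 100). The largest had more pairs than the real one, and the rank is not adjusted over the networks, so chance is not excluded there either. After centring on the series the same holds in network 1 (6 and 17, 4 of 100). Chance is also not excluded in network 2 (1 and 49, 55 of 100) or network 3 (0 and 17, 100 of 100) after centring. Some divisions gave several times the real count in network 2, which points to a structure of the samples, although the factors were chosen again in each division and no such structure was tested.

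The sample labels do not say which piglets are littermates. Litter was therefore not in any model, and a difference between litters within a genetic type could not be separated from one between piglets.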
